# Ectopic expression of *Medicago truncatula* homeodomain finger protein, *MtPHD6*, enhances drought tolerance in Arabidopsis

**DOI:** 10.1186/s12864-019-6350-5

**Published:** 2019-12-16

**Authors:** Wenli Quan, Xun Liu, Lihua Wang, Mingzhu Yin, Li Yang, Zhulong Chan

**Keywords:** ABA, Drought stress, Interaction network, *Medicago truncatula*, PHD finger protein, Zinc finger protein

## Abstract

**Background:**

The plant homeodomain (PHD) finger is a Cys_4_HisCys_3_-type zinc finger which promotes protein-protein interactions and binds to the *cis*-acting elements in the promoter regions of target genes. In *Medicago truncatula*, five *PHD* homologues with full-length sequence were identified. However, the detailed function of *PHD* genes was not fully addressed.

**Results:**

In this study, we characterized the function of *MtPHD6* during plant responses to drought stress. *MtPHD6* was highly induced by drought stress. Ectopic expression of *MtPHD6* in Arabidopsis enhanced tolerance to osmotic and drought stresses. *MtPHD6* transgenic plants exhibited decreased water loss rate, MDA and ROS contents, and increased leaf water content and antioxidant enzyme activities under drought condition. Global transcriptomic analysis revealed that *MtPHD6* reprogramed transcriptional networks in transgenic plants. Expression levels of ABA receptor *PYR/PYL*s, *ZINC FINGER*, *AP2/EREBP* and *WRKY* transcription factors were mainly up-regulated after transformation of *MtPHD6*. Interaction network analysis showed that ZINC FINGER, AP2/EREBP and WRKY interacted with each other and downstream stress induced proteins.

**Conclusions:**

We proposed that *ZINC FINGER*, *AP2*/*EREBP* and *WRKY* transcription factors were activated through ABA dependent and independent pathways to increase drought tolerance of *MtPHD6* transgenic plants.

## Background

The plant homeodomain (PHD) finger was named according to the Arabidopsis Histone acetyltransferases 3.1 (HAT3.1) [1]. As a common structural motif, it is found in all eukaryotic genomes and typically shows a Cys_4_HisCys_3_-type zinc finger signature [2, 3]. Along with promoting protein-protein interactions, the PHD-finger motif can also bind to the *cis*-acting elements in the promoter regions of target genes [4]. It has been widely reported that PHD-finger-containing proteins are localized in nucleus and most likely to be chromatin-mediated transcriptional regulators [3, 5]. In plants, many studies have shown that PHD-finger-containing proteins are involved in diverse physiological processes, including the epigenetic silencing, regulation of the flowering time, and the growth and development of roots [6–9].

Alfin1 from *Medicago sativa* (alfalfa) is a member of plant-specific PHD-finger protein subfamily. It was shown that alfin1 is a salt-inducible transcription factor and can regulate the expression of *MsPRP2* gene, leading to enhanced salt tolerance [4, 10]. Alfin1-like (AL) proteins belonging to a small group of PHD-finger proteins were originally discovered to be a kind of transcription factor family in alfalfa [4]. Recently, more and more *AL* genes have been reported in many different plant species, including *Arabidopsis thaliana*, *Oryza sativa*, *Glycine max*, *Brassica rapa*, *Brassica oleracea*, *Zea mays* and *Atriplex hortensis* [5, 7, 11–15]. The expression of these genes is stress-responsive and varies due to stress types [7, 12]. Six *GmPHD* genes were identified from soybean and encoded Alfin1-type PHD finger proteins, which could response to diverse abiotic stresses. Ectopic expression of *GmPHD2* in Arabidopsis improved salt tolerance of transgenic plants with decreased reactive oxygen species (ROS) [5]. GmPHD5 was capable of regulating histone crosstalk between methylated H3K4 and acetylated H3K14 in response to salinity stress, and could also recruit chromatin remodeling factors and salt stress induced transcription factors such as *GmRD22* and *GmGST* to regulate their expression levels [16]. PHD fingers in ING (inhibitor of growth) homologues and AL proteins in Arabidopsis could bind to H3K4me3/2, the active histone markers in plants [6, 17]. AtAL6 played crucial roles in phosphate deficiency-induced root hair formation by binding to H3K4me3 of ETC1 through the PHD domain [6]. T-DNA insertion mutant and overexpression of *AtAL7* exhibited a negative role in salt tolerance of *A. thaliana* [15]. *AtAL5–*overexpressing plants showed improved tolerance to salt, drought and cold stress [18]. Ectopic expression of *AhAL1* contributed to improving survival rates of transgenic Arabidopsis plants under salt and drought conditions [13]. Above evidences suggested that *AL/PHD* genes play important roles in regulating plant responses to abiotic stresses by changing transcription and reading epigenetic histone modifications.

Forages are key components of sustainable agriculture. As a model plant of forage legume species, *M. truncatula* has been widely studied at the molecular level [19]; and has a close relationship to alfalfa which is the world’s most important forage legume [20]. However, forages are often grown in relatively severe environmental conditions, resulting in evolution of complicated protective mechanisms for survival [21]. Drought is the main environmental factor that limits plant growth, development and productivity in arid and semiarid regions [22]. Hence, the tolerance of drought is a vital breeding trait for forage legume. To date, the function of several transcription factors from *M. truncatula* has been dissected in plant responses to drought stress, including *WXP1* and *SPL8* [19, 23]. Overexpression of *MtWXP1* in alfalfa facilitated plants to accumulate cuticular wax and improved the tolerance of drought [19]. However, the detailed function of *MtPHDs* in response to drought stress remains elusive.

In the present study, expression of *MtPHD6* by drought stress was investigated. Drought tolerance of *MtPHD6* transgenic Arabidopsis was identified in the physiological level. Water loss, oxidative damage and antioxidant enzyme activities were assayed. Genome-wide transcriptomic analysis of *MtPHD6* transgenic plants under drought stress was performed to identify *MtPHD6* mediated genes. Additionally, protein interaction networks modulated by *MtPHD6* transgene were characterized. Our results provide further insights into the roles and the molecular mechanisms of *MtPHD6* in regulating plant responses to drought stress.

## Results

### Characterization of *MtPHDs* family in *M. truncatula*

In *M. truncatula*, seven *PHD* homologues were identified and five full-length sequences were termed *MtPHD*1 and 3–6 (EF025125, EF025126, EF025127, EF025128, and EF025129) [5], among which MtPHD5 was almost identical to Alfin1 of *M. sativa* [4, 24]. Phylogenetic analysis of these five MtPHDs with ALs/PHDs from other plant species showed that MtPHDs were clustered into five different clades. However, MtPHD6 (EF025129/Medtr2g040990) was most distantly related to the other members of the MtPHDs family, and was more closely related to GmPHD1 and AtAL1 (Fig. 1a), which were significantly induced by PEG/drought and NaCl treatments [5, 18]. The detailed information of *MtPHDs* with Mt4.0 V1 genome (http://www.medicagogenome.org/home) and Affymetrix probeset IDs were presented (Fig. 1b). Affymetrix microarray data showed that *MtPHD6* (Mtr.8885.1.S1_at) increased upon drought stress treatment, but decreased after re-watering (Fig. 1c).

**Fig. 1:**
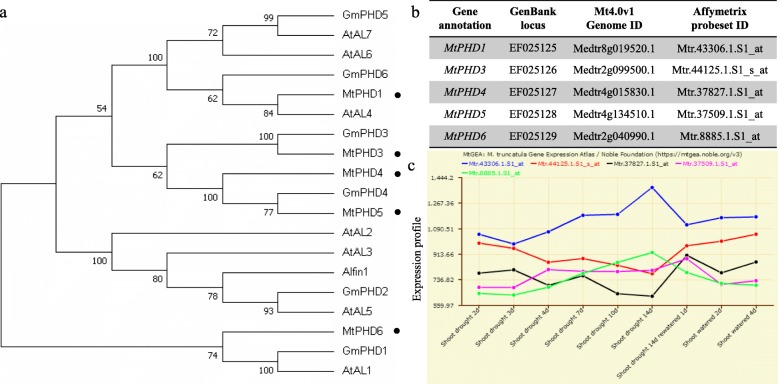
Phylogenic tree of PHD-finger proteins from different species and expression analysis of *MtPHDs* under drought stress*.* **a**: The phylogenic tree was constructed using the neighbor-joining method in MEGA 7.0 software with 1000 bootstrap. Numbers on the figure are bootstrap values. The protein sequences are from *Medicago truncatula* (MtPHDs); *Medicago sativa* (Alfin1); *Glycine max* (GmPHDs); *Arabidopsis thaliana* (AtALs). Accession numbers were listed in Additional file 1: Table S1. **b**: Information of *MtPHDs*. **c**: Expression changes of *MtPHDs* under drought stress condition. The data are available from the *M. truncatula* Gene Expression Atlas (MtGEA) web server at https://mtgea.noble.org/v3/

### *MtPHD6*-overexpressing plants showed increased tolerance to osmotic stress

To test the function of *MtPHD6* in response to abiotic stresses, *MtPHD6* gene was cloned from *M. truncatula* using specific primers listed in Additional file 2: Table S2 and transgenic Arabidopsis plants over-expressing *MtPHD6* were constructed. Drought treatment indeed significantly up-regulated the *MtPHD6* expression in two transgenic lines (*PHD6*#4 and *PHD6*#7) when compared to control condition (Fig. 2a). These results showed that *MtPHD6* is stress-inducible and might play roles in plant responses to drought stress.

**Fig. 2:**
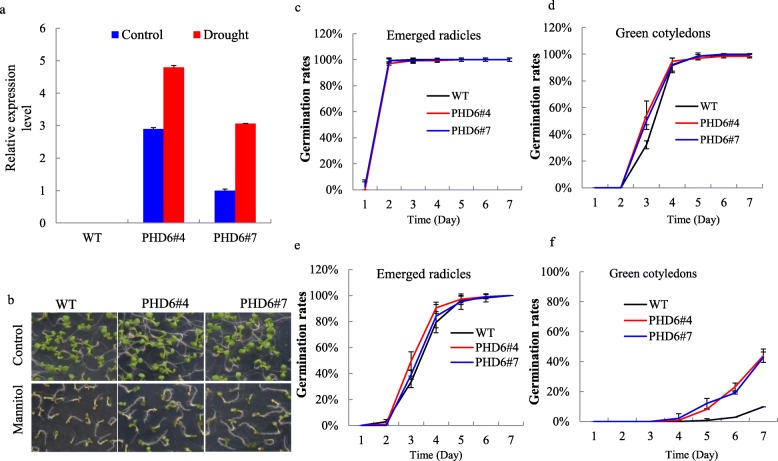
Expression changes of *MtPHD6* under drought stress and osmotic stress tolerance of *MtPHD6* transgenic Arabidopsis. **a**: The relative expression level of *MtPHD6* after drought 7 d for 12-day-old transgenic seedlings through qRT-PCR; **b**: Phenotypic changes after 300 mM mannitol treatment; **c**, **e**, Emerged radicles under control and osmotic stress conditions, respectively; **d**, **f**: Green cotyledons under control and osmotic stress conditions, respectively

Under 300 mM mannitol condition, *MtPHD6* transgenic plants exhibited more vigorous growth than WT (Fig. 2b). There were no significant differences of emerged radicles and green cotyledons between transgenic lines and WT under normal growth condition (Fig. 2c, d). After 300 mM mannitol treatment for 7 d, the transgenic lines showed significantly higher percentages of green cotyledons (Fig. 2f), although emerged radicles between transgenic lines and WT had no significant differences (Fig. 2e). The results indicated that *MtPHD6* might play a positive role in response to osmotic stress during seed germination stage.

In order to further investigate drought tolerance, 12-day-old plants from normal growth condition were water-withheld for 23 d, and then the plants were re-watered for 2 d. The results showed that WT plants suffered more serious withering and damage from drought treatment (Fig. 3a). After rehydration, fewer than 30% of WT plants were alive whereas more than 80% of transgenic plants survived (Fig. 3b). Under control condition, the leaf water loss of transgenic lines was lower than that of WT (Fig. 3c). When subjected to drought treatment, transgenic plants showed significantly higher leaf water content than WT plants at drought 21 d (Fig. 3d). Taken together, these results suggested that *MtPHD6* transgenic plants showed improved tolerance to drought stress through the regulation of water loss.

**Fig. 3:**
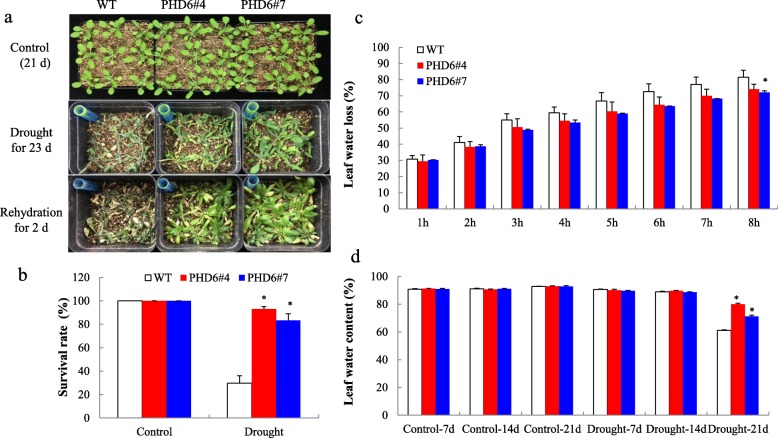
Drought stress tolerance of *MtPHD6* transgenic lines. **a**: Phenotypic changes after drought treatment. 12-day-old seedlings were withheld water for 23 days. Photos were taken at 2 d after rehydration; **b**: Survival rate of *MtPHD6* transgenic lines and WT after 2 d rehydration; **c**: Leaf water loss of *MtPHD6* transgenic lines and WT. 21-day-old leaves were detached and air-dried for up to 8 h. **d**: Leaf water content of *MtPHD6* transgenic lines and WT after 7, 14, 21 d drought treatment

### Transcriptomic profiling analysis of *MtPHD6* ectopic expression plants after drought treatment

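RNA-seq was done on leaves of WT Arabidopsis and of plants carrying the *MtPHD6* transgene, kept watered (WT-control and PHD6-control) or deprived of water from 12 days of age (WT-drought and PHD6-drought). The paper gives 7 d of drought before harvest, while the sample records give 10 days. Each group had 3 biological replicates, which makes 12 libraries. Neither the paper's text nor the records say from which transgenic line a library came. The authors aligned the paired-end reads with HISAT2 2.0.5 and counted reads per gene with featureCounts 1.5.0-p3, and the values analysed here are those deposited counts, whole numbers without normalization. Counts over named genes ran from 17839925 to 20430323 (median 19809101) per library in WT-control, 18816144 to 23384147 (median 20830534) in WT-drought, 22245599 to 24717357 (median 23250489) in PHD6-control and 18065154 to 22130916 (median 21364062) in PHD6-drought. The paper's text names no genome build. Gene positions below are those of TAIR10.1, whose starts and ends equal the positions in Table S5 for 707 of 709 genes listed there for PHD6-control vs. WT-control and 334 of 334 for PHD6-drought vs. WT-drought. The transcript of the *MtPHD6* transgene itself was not analysed here. Whether the counting used strand is not stated, so reads of overlapping genes on opposite strands may not have been told apart.
Fold changes, standard errors and p-values come from edgeR's quasi-likelihood test on the 6 libraries of each comparison, over 19681 genes that passed a filter on low counts, with Benjamini-Hochberg adjustment over those genes. Expression is given as CPM after TMM normalization, as mean ± SD of 3 libraries. Counts simulated in a single draw per comparison, with known changes in 200 of 19681 genes, were run through the same steps. With edgeR, 76.1% of genes changed 2-fold were recovered in the simulation of PHD6-control vs. WT-control, 70.2% in that of PHD6-drought vs. WT-drought, 74.6% in that of WT-drought vs. WT-control and 61.2% in that of PHD6-drought vs. PHD6-control. False calls made up 20 of 154, 10 of 158, 13 of 148 and 15 of 148 calls in the same order (13.0, 6.33, 8.78 and 10.1%), more than the 5% that the adjustment aims at in each of them. With DESeq2 on the same simulated counts they made up 57 of 204, 26 of 173, 32 of 181 and 30 of 173 calls. Those shares, 27.9, 15.0, 17.7 and 17.3%, were all higher than with edgeR. Calls that DESeq2 alone made may therefore be less certain. In the real comparisons 981 to 4363 genes were called, so the simulated shares, each from a single draw, need not carry over to those calls. Calls here may still hold a larger share of false ones than their adjusted p states. The rule for naming genes and the gene lists, apart from that of zinc deficiency, were fixed before the data were examined, but some lists were drawn up with the study's tabulated values from the same samples in view.
The libraries separated by treatment along the leading principal component of log2 CPM, which held 44.1% of the variance. Along the next, which held 13.5%, *MtPHD6* libraries lay below those of WT in watered plants and above them under drought. PHD6-control replicate 3 stood apart from its group. Across genes, which are not independent replicates, its log2 CPM correlated best with WT-drought replicate 1 (Pearson's r = 0.987) and reached 0.982 with its own group. Salicylic acid and pathogen defence genes in that library had a median log2 CPM 1.63 above the WT-control mean, against 0.82 and 0.70 in PHD6-control replicates 1 and 2. WT-control replicate 3 correlated best with PHD6-control replicate 2 (r = 0.981, against 0.980 within its group), and the same defence genes had their lowest median there, -0.34.

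**Figure D1:**
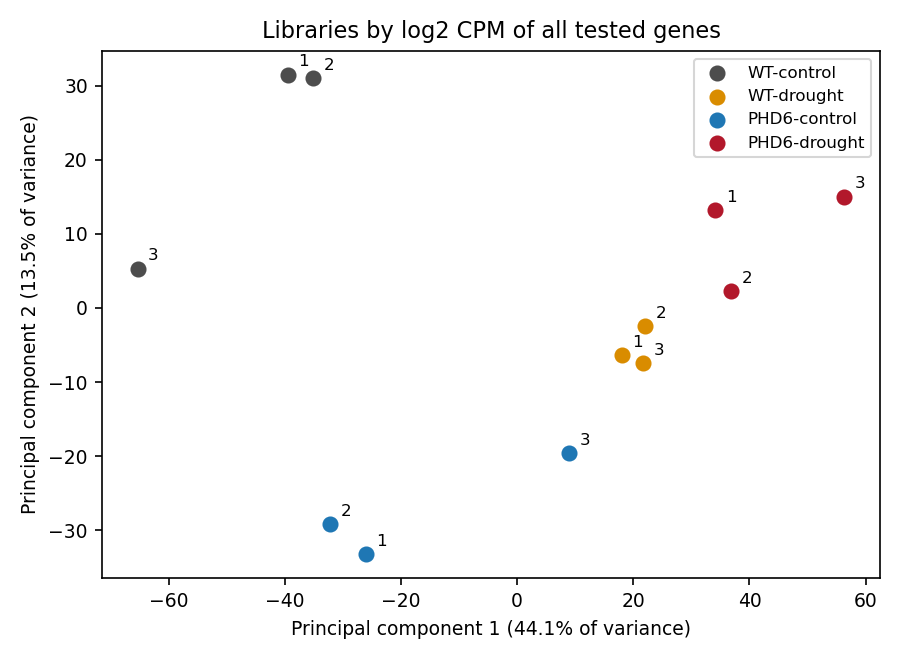
Principal components of log2 CPM of the 12 libraries, each point a library, with the share of the variance on each axis and the 4 groups in different colours. PHD6-control replicate 3 lies apart from PHD6-control replicates 1 and 2.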

To characterize molecular mechanisms of *MtPHD6*-modulated drought tolerance, we performed RNA-sequencing to identify DEGs affected by the *MtPHD6* transgene and drought treatment. In this study, twelve samples with three biological replicates per genotype/treatment combination were used. Each sample with at least 6 G clean data was obtained. In total, 2044 genes were transcriptionally affected by the *MtPHD6* transgene or drought treatment (Additional file 3: Table S3). 

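A gene of cell wall loosening changed in every comparison. *EXLA1* (AT3G45970), on chromosome 3 from 16896166 to 16897308, encodes an expansin-like protein. With the transgene it had a log2 fold change of 2.97 (standard error 0.12, adjusted p = 6.1e-05 from edgeR) in watered plants and -1.76 (standard error 0.21, adjusted p = 0.00749) under drought. With drought its log2 fold change was 2.80 (standard error 0.19, adjusted p = 6.0e-05) in WT plants and -1.95 (standard error 0.17, adjusted p = 0.000422) in *MtPHD6* plants, and the interaction test gave a difference of -4.75 (standard error 0.29, adjusted p = 1.2e-05) between the genotypes. At the study's thresholds, a fold change over 2 and an unadjusted p under 0.05, 1937 of 19681 genes passed edgeR's test in at least 1 of the 4 comparisons. Kept to genes with at least 1 CPM in all 12 libraries, the number was 1047. These thresholds make no allowance for the number of genes tested. At an adjusted p under 0.05 with no minimum fold change, 6493 genes passed in at least 1 comparison.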

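*BG3* (AT3G57240), which encodes a beta-glucanase induced by salicylic acid, lies on chromosome 3 from 21181642 to 21183144 and had 59.2 ± 6.47 CPM (SD, n = 3 libraries) in WT-drought and 9.01 ± 3.08 CPM (SD, n = 3) in WT-control. This is a log2 fold change of 2.701 (standard error 0.21, adjusted p = 9.6e-05 from edgeR). *BG3* also rose with drought in *MtPHD6* plants, with a log2 fold change of 2.67 (standard error 0.40, adjusted p = 0.00378). *CRK7* (AT4G23150), a cysteine-rich receptor-like kinase, had a log2 fold change of 2.96 (standard error 0.30, adjusted p = 0.000330) with drought in WT plants. *GSTU1* (AT2G29490), a glutathione S-transferase, fell with drought in *MtPHD6* plants by the same test, with a log2 fold change of -1.14 (standard error 0.32, adjusted p = 0.0381), but its adjusted p ran from 0.0267 to 0.174 over the alternatives and was above 0.05 with all 12 libraries fitted together and without PHD6-control replicates 1, 2 or 3 or PHD6-drought replicates 2 or 3. With drought, 10 of 11 genes rose in WT plants (with replicate numbers as a block, or all 12 libraries fitted together, 1 also fell, *GSTU1*) and 10 rose and 1 fell in *MtPHD6* plants at an adjusted p under 0.05 from edgeR. Adjusted over the list alone, 10 rose and 1 fell in WT plants and 10 rose and 1 fell in *MtPHD6* plants. With the transgene under drought, 8 rose (10 when adjusted over the list alone), 2 without WT-drought replicate 1. In watered plants 1 passed (10 higher and 1 lower when adjusted over the list alone). That gene is AT5G59680, a leucine-rich repeat kinase, with a log2 fold change of 1.72 (standard error 0.34, adjusted p = 0.0243), and its adjusted p ran from 0.000188 to 0.0901 over the alternatives and was above 0.05 with replicate numbers as a block and without WT-control replicates 2 or 3 or PHD6-control replicates 1 or 3. With DESeq2 *PCR1*, *VSR6*, AT4G18250 and *GSTU1* passed as well. With all 12 libraries fitted together *PCR1*, AT1G13470, AT2G04515, AT4G34380 and AT4G30640 did. The study chose these genes from the same samples, so the counts are not independent evidence. Over the 44 fold changes, log2 values ran from -1.66 to 3.38, and the sign equalled that of the study's qRT-PCR value in Figure S1 in 44. The qRT-PCR change was the smaller of the pair in 33. Of 11 genes each, these were 5 for the transgene in watered plants, 7 for drought in WT plants, 10 for drought in *MtPHD6* plants and 11 for the transgene under drought. The study set qRT-PCR values against *UBQ10* (AT4G05320), which here rose with drought in *MtPHD6* plants, with a log2 fold change of 1.09 (standard error 0.14, adjusted p = 0.00216). Its part in the smaller values was not tested.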

Quantitative real-time PCR qRT-PCR analysis showed that the trends of both up-regulated and down-regulated expression measured by RNA-seq and by qRT-PCR were similar (Additional file 7: Figure S1), indicating RNA-sequencing data were reliable.

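Genes of touch response and of sugar starvation were among those raised with the transgene in watered plants. *PHI-1* (AT1G35140), a phosphate-responsive gene of the EXORDIUM family on chromosome 1 from 12851983 to 12853235, had 133 ± 27.8 CPM (SD, n = 3 libraries) in PHD6-control and 2.01 ± 0.684 CPM (SD, n = 3) in WT-control, a log2 fold change of 6.06 (standard error 0.25, adjusted p = 6.1e-05 from edgeR). *TCH4* (AT5G57560) encodes a cell wall xyloglucan endotransglucosylase induced by touch and lies on chromosome 5 from 23307006 to 23308680. It had 506 ± 93.0 CPM (SD, n = 3 libraries) in PHD6-control and 25.5 ± 5.61 CPM (SD, n = 3) in WT-control, with a log2 fold change of 4.31 (standard error 0.21, adjusted p = 0.0001001). *DIN10* (AT5G20250), a raffinose synthase induced in darkness, had 688 ± 185 CPM (SD, n = 3 libraries) in PHD6-control and 152 ± 28.7 CPM (SD, n = 3) in WT-control, with a log2 fold change of 2.18 (standard error 0.22, adjusted p = 0.00151). *G3Pp1* (AT3G47420), a glycerol-3-phosphate permease, fell, with a log2 fold change of -1.54 (standard error 0.25, adjusted p = 0.0114). The samples of the 2 groups did not overlap for any of these genes, nor for any other of the 981 genes called in this comparison. This adds little, since the largest changes were named only without overlap and a call with 3 libraries per group nearly requires it. Of all genes tested, 24.4% had no overlap. Among rapid wound, touch and chitin response genes, 14 of 22 rose (18 when adjusted over the list alone). For this list camera adjusted p = 1.9e-14 with a preset correlation of 0.01, adjusted p = 0.435 with an estimated correlation. Of the dark and sugar starvation genes, 12 of 24 rose (18 when adjusted over the list alone). Of salicylic acid and pathogen defence genes, 6 of 22 rose (20 when adjusted over the list alone, 1 without WT-control replicate 3). With DESeq2 13 rose. *SARD1* (AT1G73805), a regulator of salicylic acid synthesis, was among them, with a log2 fold change of 1.78 (standard error 0.25, adjusted p = 0.00572). The sugar starvation and defence lists are among those drawn up with tabulated values in view. No list in any comparison passed camera with an estimated correlation. That form rests on the few libraries of a comparison and has little power, so a list that does not pass is not shown to be unchanged. In total 839 genes rose and 142 fell at an adjusted p under 0.05 from edgeR. The number that rose lay between 446 without WT-control replicate 3 and 742 without PHD6-control replicate 2, and the number that fell between 55 without PHD6-control replicate 3 and 142 without WT-control replicate 2. At the study's thresholds 602 rose and 82 fell, and the number that fell was 147 without WT-control replicate 3.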

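Under drought, several genes that the transgene raised in watered plants were lower in *MtPHD6* plants than in WT plants. *PHI-1* had 3.54 ± 1.04 CPM (SD, n = 3 libraries) in PHD6-drought and 54.5 ± 44.7 CPM (SD, n = 3) in WT-drought, a log2 fold change of -3.92 (standard error 0.56, adjusted p = 0.00932 from edgeR). *TCH4* had 37.2 ± 3.38 CPM (SD, n = 3 libraries) in PHD6-drought and 196 ± 132 CPM (SD, n = 3) in WT-drought and a log2 fold change of -2.38 (standard error 0.39, adjusted p = 0.0122). *DIN10* had a log2 fold change of -0.84 (standard error 0.11, adjusted p = 0.00836). Some defence genes were higher. *ACD6* (AT4G14400), a membrane protein that raises salicylic acid, had 904 ± 138 CPM (SD, n = 3 libraries) in PHD6-drought and 491 ± 38.3 CPM (SD, n = 3) in WT-drought, with a log2 fold change of 0.89 (standard error 0.11, adjusted p = 0.00758). *RLP43* (AT3G28890), a receptor-like protein, had a log2 fold change of 1.45 (standard error 0.18, adjusted p = 0.00749). Of the touch response genes, 4 of 22 fell (4 when adjusted over the list alone). Of the sugar starvation genes, 8 of 24 fell (14 when adjusted over the list alone, 5 without WT-drought replicate 1). Of the salicylic acid and defence genes, 7 of 22 rose (15 when adjusted over the list alone, 3 without WT-drought replicate 1 and 16 without PHD6-drought replicate 1). In total 521 genes rose and 765 fell at an adjusted p under 0.05 from edgeR. These numbers rested on single libraries. The number that rose lay between 68 without WT-drought replicate 1 and 1557 without PHD6-drought replicate 1, and the number that fell between 181 without WT-drought replicate 1 and 1218 without PHD6-drought replicate 1. At the study's thresholds 189 rose and 148 fell, and the number that fell was 91 without WT-drought replicate 1.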

Bioinformatics analysis showed that *MtPHD6* transgene affected expression level of 715 and 342 genes under control and drought stress conditions, respectively. 

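Drought in WT plants raised most of the salicylic acid and defence genes tested. *NAS2* (AT5G56080), a nicotianamine synthase of metal transport on chromosome 5 from 22711141 to 22712441, had 6.58 ± 1.11 CPM (SD, n = 3 libraries) in WT-drought and 0.150 ± 0.137 CPM (SD, n = 3) in WT-control, a log2 fold change of 5.36 (standard error 0.46, adjusted p = 0.000137 from edgeR). *EDS16* (AT1G74710), the isochorismate synthase that makes salicylic acid, had 36.0 ± 3.00 CPM (SD, n = 3 libraries) in WT-drought and 10.1 ± 1.54 CPM (SD, n = 3) in WT-control, with a log2 fold change of 1.82 (standard error 0.12, adjusted p = 5.8e-05). *STP1* (AT1G11260), a monosaccharide transporter repressed by sugar, had a log2 fold change of 2.35 (standard error 0.13, adjusted p = 3.0e-05). *XTH31* (AT3G44990), a cell wall xyloglucan hydrolase, had 5.80 ± 0.220 CPM (SD, n = 3 libraries) in WT-drought and 54.8 ± 20.2 CPM (SD, n = 3) in WT-control, with a log2 fold change of -3.23 (standard error 0.28, adjusted p = 0.000157). *IAA29* (AT4G32280), an auxin response repressor, had a log2 fold change of -3.03 (standard error 0.27, adjusted p = 0.000169). No sample of WT-drought overlapped those of WT-control for these genes, which holds for 3811 of the 3819 genes called and for 37.6% of all genes tested. Of the salicylic acid and defence genes, 19 of 22 rose (19 when adjusted over the list alone). For this list, which is not independent of the study's values, camera adjusted p = 1.1e-14 with a preset correlation of 0.01, adjusted p = 0.378 with an estimated correlation. Of the sugar starvation genes, 18 of 24 rose (21 when adjusted over the list alone), and of the touch response genes, 13 of 22 rose (14 when adjusted over the list alone). In total 2406 genes rose and 1413 fell at an adjusted p under 0.05 from edgeR. The number that rose was 1595 without WT-drought replicate 3, and the number that fell lay between 658 without WT-drought replicate 3 and 2361 without WT-control replicate 2. With upper-quartile scaling 2023 rose and 2292 fell. By the study's thresholds 953 rose and 275 fell.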

In WT plants, drought stress treatment modulated expression of 1231 genes, including 950 up-regulated and 281 down-regulated genes. 

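*ZIP5* (AT1G05300), a zinc transporter on chromosome 1 from 1544927 to 1547849, rose with drought in *MtPHD6* plants. It had 102 ± 25.5 CPM (SD, n = 3 libraries) in PHD6-drought and 11.3 ± 0.912 CPM (SD, n = 3) in PHD6-control, a log2 fold change of 3.17 (standard error 0.19, adjusted p = 6.5e-05 from edgeR). *PHI-1* fell the most of the genes that passed with at least 5 CPM in one group and no overlap between groups, with a log2 fold change of -5.21 (standard error 0.23, adjusted p = 1.3e-05). *TCH4* had a log2 fold change of -3.76 (standard error 0.15, adjusted p = 1.1e-05). *BT2* (AT3G48360), a regulator of sugar and nitrogen responses, had 252 ± 6.37 CPM (SD, n = 3 libraries) in PHD6-drought and 616 ± 46.9 CPM (SD, n = 3) in PHD6-control, with a log2 fold change of -1.29 (standard error 0.08, adjusted p = 8.0e-05). *COR15A* (AT2G42540), a chloroplast protein of cold and dehydration responses, had 6.28 ± 2.26 CPM (SD, n = 3 libraries) in PHD6-drought and 58.3 ± 28.7 CPM (SD, n = 3) in PHD6-control, with a log2 fold change of -3.20 (standard error 0.42, adjusted p = 0.00228). Of the salicylic acid and defence genes, 16 of 22 rose (20 when adjusted over the list alone, 5 without PHD6-control replicate 1). Of the touch response genes, 6 of 22 fell (10 when adjusted over the list alone). Of the sugar starvation genes, 4 of 24 rose (5 when adjusted over the list alone, 2 without PHD6-control replicate 1 and 10 without PHD6-control replicate 3) and 2 fell (2 when adjusted over the list alone). In total 1867 genes rose and 2496 fell at an adjusted p under 0.05 from edgeR. The number that rose was 709 without PHD6-control replicate 2 and the number that fell 1268 without PHD6-control replicate 1. At the study's thresholds 643 rose and 459 fell. At an adjusted p under 0.05, 4363 genes passed in *MtPHD6* plants and 3819 in WT plants, but which number was the larger rested on single libraries. Without WT-control replicate 2, 2627 rose and 2361 fell in WT plants, and without PHD6-control replicate 2, 709 rose and 1306 fell in *MtPHD6* plants. With replicate numbers as a block, 2584 rose and 1636 fell in WT plants and 1918 rose and 2295 fell in *MtPHD6* plants. At the study's thresholds the total in *MtPHD6* plants was 1102, against 1228 in WT plants, but 906 rose and 512 fell without PHD6-control replicate 3.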

Comparatively, significantly fewer DEGs were identified by drought stress treatment in *MtPHD6* OE lines, with 683 up-regulated genes and 465 down-regulated genes (Fig. 4a). 

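*ZIP4* (AT1G10970), a zinc transporter on chromosome 1 from 3665087 to 3667139, rose with drought in WT plants with a log2 fold change of 2.42 (standard error 0.07, adjusted p = 4.2e-06 from edgeR) and in *MtPHD6* plants with 3.51 (standard error 0.24, adjusted p = 0.000113). *KIN2* (AT5G15970), a cold- and ABA-inducible gene, had 244 ± 25.1 CPM (SD, n = 3 libraries) in WT-drought and 490.3 ± 1.15 CPM (SD, n = 3) in WT-control, with a log2 fold change of -1.004 (standard error 0.10, adjusted p = 0.000276). In *MtPHD6* plants it had a log2 fold change of -1.61 (standard error 0.20, adjusted p = 0.00179). At the study's thresholds 404 genes rose and 79 fell with drought in both genotypes. Independent lists of these sizes would share 31.1 and 6.41. Another 75 genes passed in opposite directions, against 31.2 for independent lists. The shared rises made up 42.4% of those in WT plants and 62.8% of those in *MtPHD6* plants. The comparisons share no library. Across the 19681 genes, which are not independent replicates, the log2 fold changes correlated with Pearson's r = 0.476 and Spearman's rho = 0.453.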

Overlapping analysis indicated that there were 397 up-regulated and 70 down-regulated genes which were commonly regulated in both *MtPHD6* OE lines and WT plants after drought treatment (*PHD6*-drought vs. *PHD6*-control; WT-drought vs. WT-control), respectively. Moreover, 438 up-regulated and 42 down-regulated genes were commonly regulated by *MtPHD6* transgene under control condition and drought stress condition (*PHD6*-control vs. WT-control; WT-drought vs. WT-control) (Fig. 4b, c).

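A kinase gene and a calcium-binding gene rose both with the transgene in watered plants and with drought in WT plants. *CRK14* (AT4G23220), a cysteine-rich receptor-like kinase on chromosome 4 from 12154091 to 12156881, had a log2 fold change of 1.66 (standard error 0.22, adjusted p = 0.00430 from edgeR) with the transgene and 2.21 (standard error 0.12, adjusted p = 3.0e-05) with drought. *TCH3* (AT2G41100), a calmodulin-like protein, had 288 ± 68.4 CPM (SD, n = 3 libraries) in PHD6-control and 72.7 ± 13.9 CPM (SD, n = 3) in WT-control and 333 ± 25.8 CPM (SD, n = 3) in WT-drought. Its log2 fold changes were 1.98 (standard error 0.20, adjusted p = 0.00158) and 2.19 (standard error 0.14, adjusted p = 5.8e-05). Past the study's thresholds 441 genes rose and 35 fell in both comparisons, and 1 passed in opposite directions. The shared falls numbered 69 without WT-control replicate 3. Independent lists would share 29.1 rises and 1.15 falls. Both comparisons use the 3 WT-control libraries. In a simulation of all these libraries, controls included, with no change in any group, 18.2 rises and 9.80 falls were shared on average. Genes were drawn independently there, so deviations that many genes of a real control library share are not in it. The controls cannot be split with 2 libraries in each part, so part of the excess may come from the shared controls. The covariance of the log2 fold changes across genes was 0.196, against 0.0352 in the simulation, a difference of 0.161. Pearson's r was 0.738, against 0.504 in the simulation.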

**Fig. 4:**
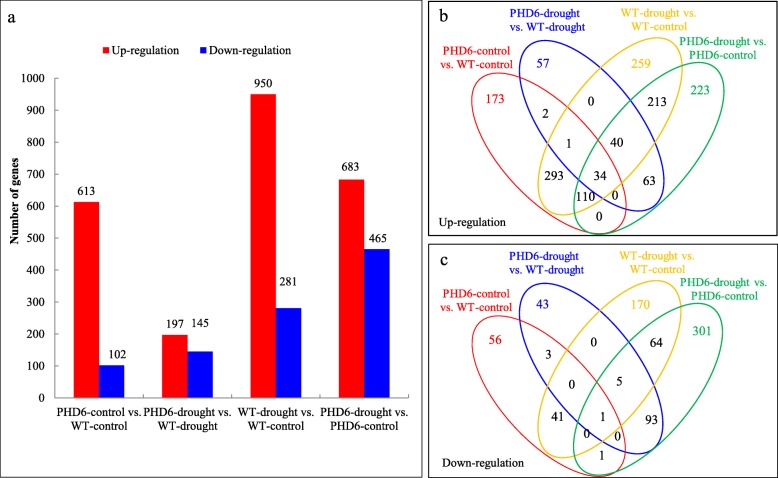
*MtPHD6* transgene- and drought stress-modulated genes through RNA-seq analysis. **a**: Number of genes changed by *MtPHD6* transgene or drought stress. **b** and **c**: Overlapping analysis of up- and down-regulated genes by *MtPHD6* transgene or drought stress. Arabidopsis seedlings at 12-day-old were subjected to drought treatment for 7 days. Leaves of transgenic lines and WT plants were harvested for RNA-seq analysis. The original data were presented in Additional file 3: Table S3

### Cluster, GO term enrichment and MapMAN pathway analyses

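Receptor kinases were among the genes that passed in the same direction for the transgene and for drought. *CRK6* (AT4G23140), a cysteine-rich receptor-like kinase, rose with drought in *MtPHD6* plants, with a log2 fold change of 2.38 (standard error 0.35, adjusted p = 0.00366 from edgeR). It also rose with the transgene under drought, at 208 ± 71.0 CPM (SD, n = 3) against 80.5 ± 14.1 CPM (SD, n = 3) in WT-drought. That log2 fold change was 1.37 (standard error 0.22, adjusted p = 0.0112), but its adjusted p ran from 0.000470 to 0.0523 over the alternatives and was above 0.05 without WT-drought replicate 1. The transgene in watered plants and drought in WT plants shared 476 genes in the same direction at the study's thresholds. Of the genes the study lists for this pair in Table S4, 468 were tested here and 450 of them were shared here too. The transgene under drought and drought in *MtPHD6* plants shared 244 genes, 139 higher and 105 lower. Of the study's genes for the second pair, 220 were tested and 216 were shared here too. Independent lists would share 6.17 rises and 3.45 falls in that pair. The shared rises lay between 73 without PHD6-drought replicate 3 and 205 without PHD6-drought replicate 1, and the shared falls numbered 62 without WT-drought replicate 1. Its comparisons use the same PHD6-drought libraries. With all libraries simulated without any change, and genes drawn independently, 9.15 rises and 14.8 falls were shared on average. Part of the excess may again come from the shared libraries. The covariance of log2 fold changes was 0.130, against 0.0338 simulated, a difference of 0.0960.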

Totally, 480 genes were commonly regulated by *MtPHD6* transgene under control condition (*PHD6*-control vs. WT-control) and drought stress on WT (WT-drought vs. WT-control), while 236 genes were commonly modulated by *MtPHD6* transgene under drought condition (*PHD6*-drought vs. WT-drought) and drought stress on *MtPHD6* OE lines (*PHD6*-drought vs. *PHD6*-control) (Fig. 5a, b). 

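Cysteine-rich receptor kinases, cell wall genes and touch response genes were over-represented among the genes shared between the transgene and drought in both pairs of comparisons. The direction of the cell wall and touch response genes was not the same in the pairs. Those called at an adjusted p under 0.05 mostly rose with the transgene in watered plants and mostly fell with it under drought. Defence genes passed in the pair of the transgene in watered plants and drought in WT plants and not in the other pair, which holds fewer genes. A difference between the pairs was not tested. Gene lists were set against each shared set by Fisher's exact test (one-sided), with the genes tested as background and Benjamini-Hochberg adjustment over the lists. The test takes genes as independent, which members of a list need not be. Both comparisons of a pair also share a group of libraries, whose deviations can bring related genes into the overlap together. The p-values can thus be too small. No list passed camera with an estimated correlation in any comparison, but that form has little power here. The defence and sugar starvation lists were drawn up with the study's values from the same samples in view, so their p-values are not independent evidence. GO terms themselves were not analysed here. Among the 476 genes shared by the transgene in watered plants and drought in WT plants, there were 12 of 22 salicylic acid and defence genes, against 0.532 expected (adjusted p = 2.7e-13 from Fisher's exact test). Touch response genes numbered 11, against 0.532 (adjusted p = 7.4e-12 from Fisher's exact test). Genes for xyloglucan transferases and expansins numbered 12, against 0.967 (adjusted p = 6.8e-10 from Fisher's exact test), and cysteine-rich receptor kinases 14, against 0.919 (adjusted p = 1.2e-12 from Fisher's exact test). Sugar starvation genes numbered 5, against 0.581 (adjusted p = 0.000963 from Fisher's exact test). ABA and dehydration responsive genes numbered 1, against 0.701 (adjusted p = 1.00 from Fisher's exact test). In the 244 genes shared by the transgene under drought and drought in *MtPHD6* plants, cysteine-rich receptor kinases numbered 7, against 0.471 (adjusted p = 8.5e-06 from Fisher's exact test), xyloglucan transferases and expansins 5, against 0.496 (adjusted p = 0.00159 from Fisher's exact test), and touch response genes 4, against 0.273 (adjusted p = 0.00159 from Fisher's exact test). Salicylic acid and defence genes numbered 1 there, against 0.273 (adjusted p = 0.772 from Fisher's exact test). There were 0 sugar starvation genes, against 0.297 (adjusted p = 1.00 from Fisher's exact test), and 0 ABA and dehydration responsive genes, against 0.359 (adjusted p = 1.00 from Fisher's exact test).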

Further analysis showed that stress, carbohydrate metabolism, protein modification, signal transduction and hormone related GO terms were significantly enriched (Fig. 5c, d).

**Fig. 5:**
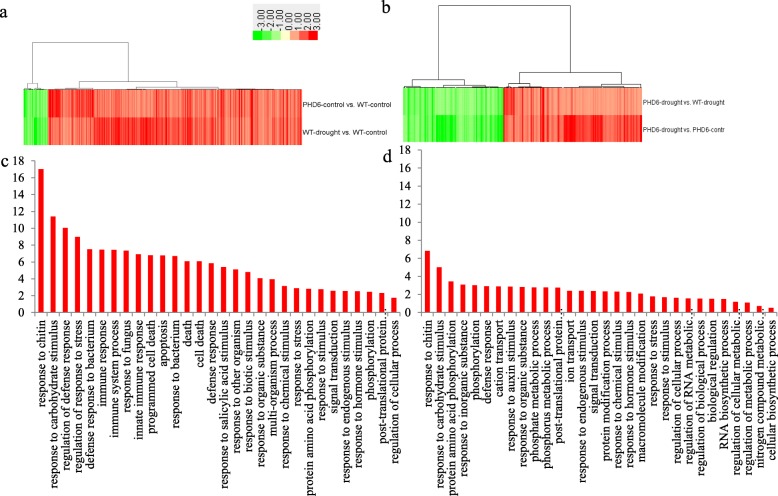
Cluster and GO term enrichment analyses of genes commonly regulated by *MtPHD6* transgene and drought stress. In total 480 genes were commonly modulated by *PHD6*-control vs. WT-control and WT-drought vs. WT-control (**a**), while 236 genes were commonly modulated by *PHD6*-drought vs. WT-drought and *PHD6*-drought vs. *PHD6*-control (**b**). The lists of genes were submitted to agriGO (http://bioinfo.cau.edu.cn/agriGO/) with the analysis tool “Singular Enrichment Analysis (SEA)”. Top 15 significantly enriched GO terms with lowest *P*-value were listed (**c** and **d**). The original data were presented in Additional file 4: Table S4

For all DEGs modulated by *MtPHD6* transgene or drought stress, cluster analysis further revealed that the majority of *MtPHD6* transgene modulated genes were also changed by drought stress (Fig. 6a, columns 1 and 3). 

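*XTH25* (AT5G57550), a xyloglucan endotransglucosylase next to *TCH4* on chromosome 5, rose both with the transgene in watered plants and with drought in WT plants. Its log2 fold change was 2.99 (standard error 0.26, adjusted p = 0.000838) with the transgene and 3.30 (standard error 0.14, adjusted p = 2.8e-05) with drought from edgeR. At an adjusted p under 0.05, 701 of the 839 genes that rose with the transgene in watered plants also rose with drought in WT plants, which is 83.5%. Of the 142 that fell, 102 also fell with drought (71.8%), and 1 gene passed in opposite directions. Independent lists would share 103 rises and 10.2 falls, and the WT-control libraries shared by both comparisons may add to the overlap. The transgene's effect under drought shared no library with its effect in watered plants. There 64 genes rose in both, 2 fell in both and 265 passed in opposite directions, against 22.2, 5.52 and 36.4 for independent lists. Across genes, the log2 fold changes of the transgene in watered plants and under drought correlated with Pearson's r = 0.0533.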

Pathway analysis exhibited that many *AP2*/*EREBP*, *WRKY*, and *ZINC FINGER* transcription factors were regulated by *MtPHD6* transgene or drought stress (Fig. 6b, c). 

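*WRKY70* (AT3G56400), a regulator of salicylic acid signalling, rose with the transgene in watered plants, with a log2 fold change of 1.57 (standard error 0.13, adjusted p = 0.000768 from edgeR). *TEM1* (AT1G25560), a RAV repressor of flowering, had a log2 fold change of 1.55 (standard error 0.13, adjusted p = 0.000766) there, and *BME3* (AT3G54810), a GATA-type zinc finger gene of germination, 2.01 (standard error 0.10, adjusted p = 0.000125). Families were taken from gene symbols and descriptions in the annotation. Of the WRKY genes, 12 of 54 rose (17 when adjusted over the list alone, 6 without WT-control replicate 3) with the transgene in watered plants. With drought in WT plants 23 of 54 rose (24 when adjusted over the list alone) and 1 fell (3 when adjusted over the list alone, 0 without WT-control replicate 1 and 2 without WT-control replicate 2). Of the AP2/ERF genes, 17 of 130 rose (24 when adjusted over the list alone) and 3 fell (7 when adjusted over the list alone) with the transgene, and with drought 25 of 130 rose (26 when adjusted over the list alone) and 11 fell (11 when adjusted over the list alone, 5 without WT-drought replicate 2). Of genes described as zinc finger proteins, 16 of 385 rose (16 when adjusted over the list alone, 9 without WT-control replicate 3) and 3 fell (3 when adjusted over the list alone, 0 without WT-control replicate 1) with the transgene. With drought 51 of 385 rose (51 when adjusted over the list alone, 30 without WT-drought replicate 1) and 23 fell (23 when adjusted over the list alone, 8 without WT-drought replicate 2). Under drought with the transgene, 7 of 54 rose (14 when adjusted over the list alone, 2 without WT-drought replicate 1 and 17 without PHD6-drought replicate 1) and 1 fell (1 when adjusted over the list alone, 0 without WT-drought replicate 1) among WRKY genes. Among AP2/ERF genes 4 of 130 rose (8 when adjusted over the list alone, 0 without WT-drought replicate 1 and 7 without PHD6-drought replicate 1) and 6 fell (7 when adjusted over the list alone, 1 without WT-drought replicate 1). Among zinc finger genes 4 of 385 rose (2 when adjusted over the list alone, 0 without WT-drought replicate 1 and 28 without PHD6-drought replicate 1) and 11 fell (5 when adjusted over the list alone, 1 without WT-drought replicate 1 and 18 without PHD6-drought replicate 1).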

DEGs modulated by the *MtPHD6* transgene or drought stress treatment were selected for GO term enrichment analysis. For biological process GO terms, response to stress, signal transduction, response to abiotic or biotic stimulus and other biological processes were significantly enriched (Additional file 8: Figure S2a). For molecular function GO terms, receptor binding or activity, transcription factor activity and kinase activity were significantly enriched (Additional file 8: Figure S2b). For cellular component GO terms, cell wall, plasma membrane and extracellular were significantly enriched (Additional file 8: Figure S2c).

**Fig. 6:**
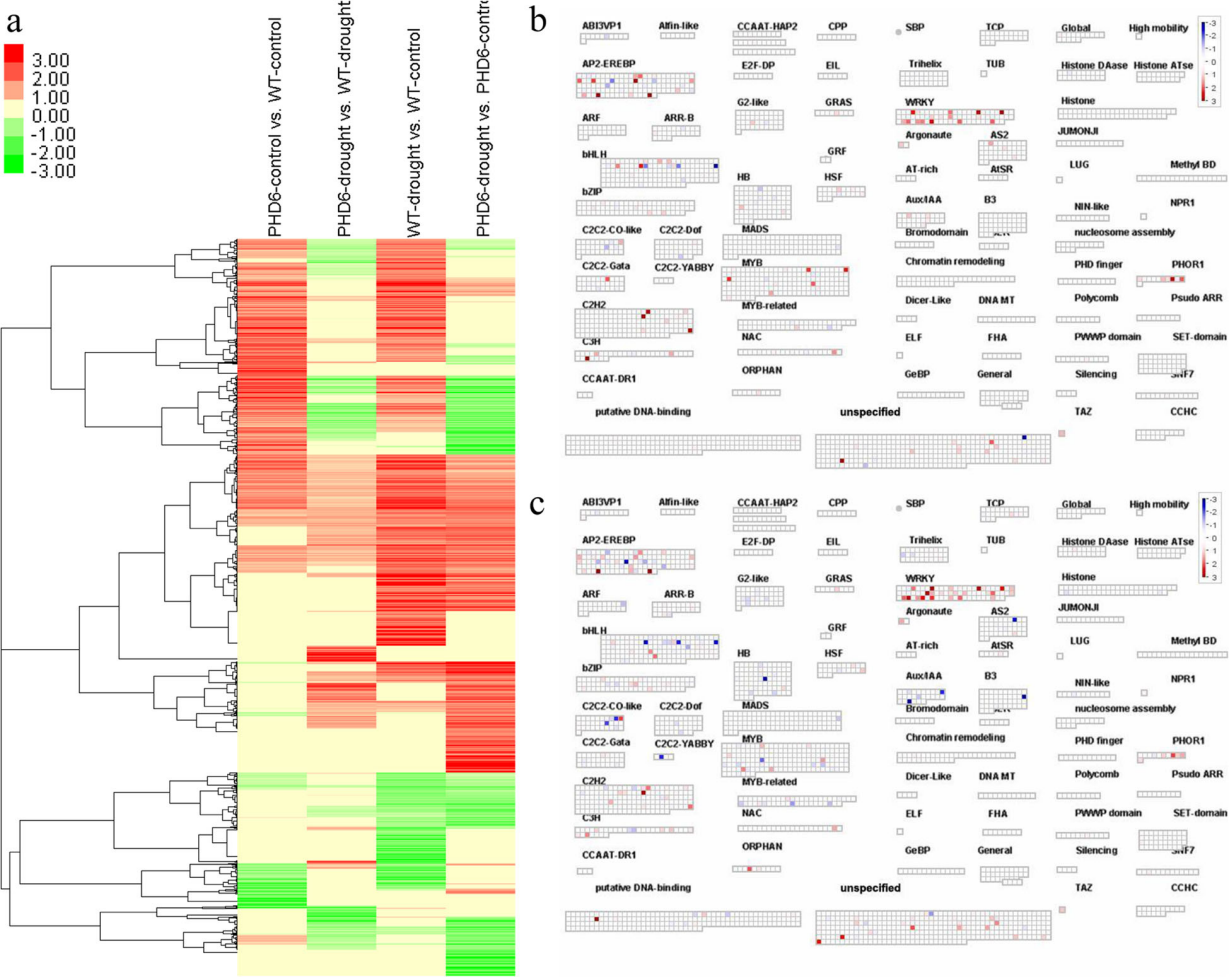
Gene cluster analysis and transcription factors changed by*MtPHD6* transgene or drought treatment. **a**: Cluster analysis of all genes modulated by *MtPHD6* transgene or drought stress; **b** and **c**: Transcription factors regulated by *MtPHD6* transgene or drought stress. Red squares represent up-regulated genes; blue squares mean down-regulated genes; and white squares mean no significant changes. The original data were presented in Additional file 6: Table S6

In addition, pathway enrichment analysis was performed for genes affected by *MtPHD6* transgene or drought stress using MapMAN software. 

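Cell wall genes moved in different directions in the 4 comparisons. *EXPA1* (AT1G69530), an expansin that loosens the walls of leaf and guard cells, was higher with the transgene under drought, at 314 ± 51.8 CPM (SD, n = 3) in PHD6-drought and 139 ± 22.5 CPM (SD, n = 3) in WT-drought. This is a log2 fold change of 1.19 (standard error 0.14, adjusted p = 0.00749 from edgeR). *EXPA16* (AT3G55500), another expansin, fell with drought in *MtPHD6* plants, with a log2 fold change of -1.74 (standard error 0.16, adjusted p = 0.000468). MapMan categories were not analysed here. Of genes for xyloglucan transferases and expansins, 12 of 40 rose (14 when adjusted over the list alone) and 1 fell (5 when adjusted over the list alone, 3 without WT-control replicate 1) with the transgene in watered plants. Under drought 1 of 40 rose (1 when adjusted over the list alone, 2 without PHD6-drought replicate 1) and 10 fell (15 when adjusted over the list alone, 6 without WT-drought replicate 1) with the transgene. With drought 12 of 40 rose (13 when adjusted over the list alone) and 11 fell (14 when adjusted over the list alone, 4 without WT-drought replicate 2) in WT plants and 1 of 40 rose (2 when adjusted over the list alone, 3 without PHD6-control replicate 3) and 23 fell (23 when adjusted over the list alone) in *MtPHD6* plants. For that last comparison camera adjusted p = 1.9e-06 with a preset correlation of 0.01, adjusted p = 0.384 with an estimated correlation. Among jasmonate genes, *AOC3* (AT3G25780), an allene oxide cyclase of jasmonate synthesis, rose with drought in WT plants, with a log2 fold change of 1.42 (standard error 0.28, adjusted p = 0.00789). *AOS* (AT5G42650), the allene oxide synthase of the same pathway, fell with drought in *MtPHD6* plants, with a log2 fold change of -0.80 (standard error 0.09, adjusted p = 0.00128). Of the jasmonate synthesis and response genes, 5 of 17 rose (6 when adjusted over the list alone, 2 without WT-drought replicate 1) and, with replicate numbers as a block, 3 fell with drought in WT plants. With drought in *MtPHD6* plants 3 of 17 fell (5 when adjusted over the list alone).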

The results showed that five pathways were overrepresented by all comparisons, including hormone metabolism, minor CHO metabolism, signaling, cell wall, and stress. 

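*CSD2* (AT2G28190), a copper/zinc superoxide dismutase of the chloroplast on chromosome 2 from 12014412 to 12016569, fell with drought. It had 468 ± 31.9 CPM (SD, n = 3 libraries) in WT-drought and 796 ± 102 CPM (SD, n = 3) in WT-control, a log2 fold change of -0.77 (standard error 0.12, adjusted p = 0.00275 from edgeR). In *MtPHD6* plants it fell from 876 ± 65.2 CPM to 303 ± 52.7 CPM (SD, n = 3 each), with a log2 fold change of -1.53 (standard error 0.13, adjusted p = 0.000377). *FSD1* (AT4G25100), an iron superoxide dismutase, had a log2 fold change of -2.78 (standard error 0.25, adjusted p = 0.000186) with drought in WT plants. *GPX5* (AT3G63080), a glutathione peroxidase, rose, with a log2 fold change of 0.55 (standard error 0.09, adjusted p = 0.00342). Of antioxidant enzyme genes, 2 of 28 rose (2 when adjusted over the list alone, 1 without WT-control replicate 3) and 6 fell (6 when adjusted over the list alone, 3 without WT-drought replicate 1 and 12 without WT-control replicate 2) with drought in WT plants. In *MtPHD6* plants 1 of 28 rose (1 when adjusted over the list alone, 0 without PHD6-control replicate 1 and 3 without PHD6-drought replicate 1) and 7 fell (7 when adjusted over the list alone, 4 without PHD6-control replicate 1). With the transgene in watered plants 1 of 28 rose (1 when adjusted over the list alone, 0 without WT-control replicate 2) and 1 fell (2 when adjusted over the list alone, 0 without PHD6-control replicate 2 and 2 without WT-control replicate 1). The fall is that of *FSD1*, with a log2 fold change of -0.86 (standard error 0.15, adjusted p = 0.0176), and its adjusted p ran from 5.7e-06 to 0.308 over the alternatives and was above 0.05 with all 12 libraries fitted together and without PHD6-control replicates 2 or 3. The rise is that of *GPX5*, with 0.47 (standard error 0.10, adjusted p = 0.0323), and its adjusted p ran from 0.00369 to 0.115 over the alternatives and was above 0.05 with replicate numbers as a block and without WT-control replicates 2 or 3 or PHD6-control replicates 1, 2 or 3.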

Pathway of redox was enriched after drought treatment in both WT and *MtPHD6* transgenic lines, and by *MtPHD6* transgene under control condition (*P* = 0.072) (Table 1). These data indicated that drought stress re-programed transcriptional networks in Arabidopsis and ectopic expression of *MtPHD6* also extensively altered transcriptional networks in Arabidopsis.

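The transgene's effect depended on the watering for many genes, among them genes of touch response, sugar starvation and cell walls. The difference between the drought responses of the genotypes, which equals the difference between the transgene's effects under drought and in watered plants, was tested over all 12 libraries. *PHI-1* had the difference of -9.99 (standard error 0.76, adjusted p = 1.8e-05) on the log2 scale from edgeR, *TCH4* -6.71 (standard error 0.53, adjusted p = 2.2e-05) and *DIN10* -3.03 (standard error 0.27, adjusted p = 3.7e-05). *TPS8* (AT1G70290), a trehalose phosphate synthase family member, had a difference of -2.51 (standard error 0.22, adjusted p = 3.9e-05). For 271 genes the drought log2 fold change was larger in *MtPHD6* plants and for 1102 it was smaller, at an adjusted p under 0.05. The larger ones numbered 142 without WT-drought replicate 1. Of the sugar starvation genes, 14 of 24 had a smaller value in *MtPHD6* plants (19 when adjusted over the list alone), of the touch response genes 10 of 22 (14 when adjusted over the list alone), and of the xyloglucan transferase and expansin genes 17 of 40 (19 when adjusted over the list alone). In the main test with edgeR no gene of the salicylic acid and defence list passed. Outside the list, the defence regulator genes *WRKY18* (AT4G31800) and *WRKY70* (AT3G56400) passed it, with differences of -3.22 (standard error 0.42, adjusted p = 0.000334) and -1.26 (standard error 0.19, adjusted p = 0.00115). In the list the drought log2 fold change was larger for 1 and smaller for 4 at an unadjusted p under 0.05, and 1 and 2 passed with DESeq2. By edgeR under other settings the numbers were 0 and 2 without the filter on low counts or without PHD6-control replicate 2 or PHD6-drought replicate 3, 0 and 1 with at least 1 CPM required in all 12 libraries or without WT-control replicate 2, 1 and 0 without PHD6-drought replicate 1.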

**Table 1:**
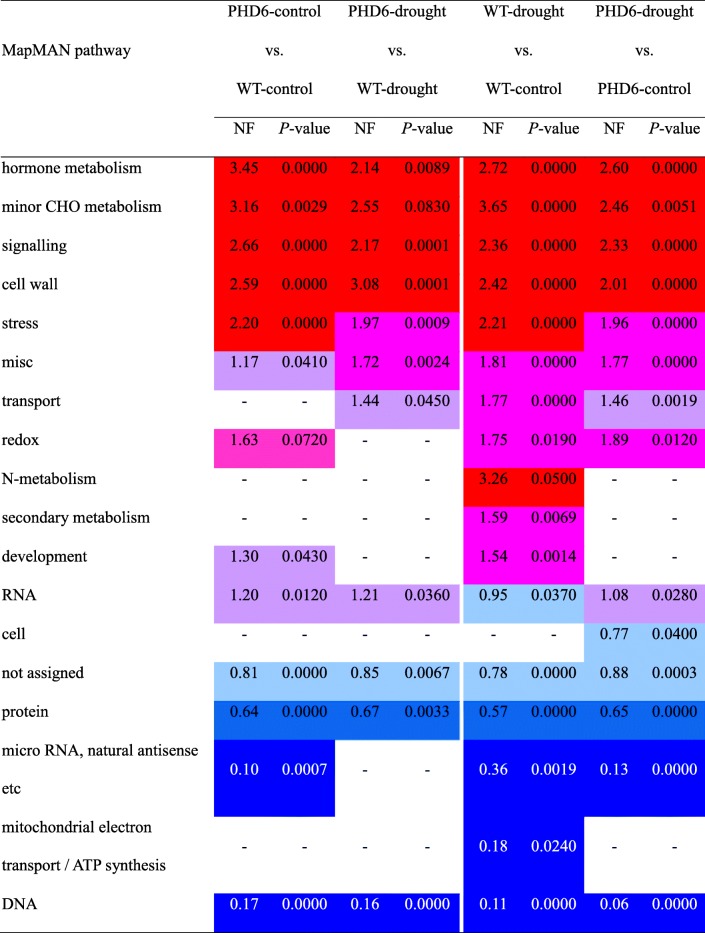
MapMAN pathway enrichment analysis of genes affected by *MtPHD6* transgene or drought stress. DEGs (fold change ≥2 and *P*-value ≤0.05) were annotated using the Classification SuperViewer Tool. MapMAN was used as the classification source. The original data were presented in Additional file 5: Table S5.The scales of normalized frequency (NF) are as follows

### Transcription factors modulated by *MtPHD6* transgene and drought treatment

To identify transcription factors affected by *MtPHD6* transgene and drought stress, we further performed MapMAN pathway analysis. The results showed that *MtPHD6* transgene or drought stress modulated expression of many *AP2*/*EREBP* (*AP2*, *RAV* and *CBF*/*DREB2*/*ERF*), *WRKY*, and *ZINC FINGER* transcription factors (Fig. 6b, c), which have been reported to be involved in plant stress responses [25–27]. In this study, both drought stress and *MtPHD6* transgene modulated expression of several *ZINC FINGER* transcription factors (*STZ*, *SZF1*, *CZF1*, etc) (Fig. 7). 

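*SZF1* (AT3G55980), a salt-inducible zinc finger gene, lies on chromosome 3 from 20776220 to 20778952. It had 199 ± 87.1 CPM in PHD6-control, 19.8 ± 3.30 CPM in WT-control, 65.1 ± 8.79 CPM in WT-drought and 57.6 ± 11.6 CPM in PHD6-drought (SD, n = 3 each). The transgene in watered plants gave a log2 fold change of 3.33 (standard error 0.31, adjusted p = 0.00110 from edgeR) and drought in WT plants 1.72 (standard error 0.14, adjusted p = 0.000113). *STZ* (AT1G27730), a zinc finger gene of salt tolerance on chromosome 1 from 9648021 to 9649323, had 30.4 ± 17.0 CPM (SD, n = 3) in PHD6-control and 4.02 ± 1.24 CPM (SD, n = 3) in WT-control. Its log2 fold change with the transgene was 2.92 (standard error 0.46, adjusted p = 0.00896), and its adjusted p ran from 1.4e-05 to 0.0553 over the alternatives and was above 0.05 without WT-control replicate 3. With drought in WT plants *STZ* had a log2 fold change of 1.81 (standard error 0.20, adjusted p = 0.000494). *CZF1* (AT2G40140), a close relative of *SZF1* on chromosome 2 from 16771997 to 16774734, had a log2 fold change of 1.38 (standard error 0.25, adjusted p = 0.0185) with the transgene and 1.03 (standard error 0.10, adjusted p = 0.000234) with drought in WT plants. For the transgene its adjusted p ran from 2.9e-07 to 0.0912 over the alternatives and was above 0.05 without WT-control replicates 2 or 3. Under drought none of these genes differed between *MtPHD6* and WT plants at an adjusted p under 0.05 from edgeR (adjusted p = 0.542 for *SZF1*, adjusted p = 0.835 for *STZ* and adjusted p = 0.130 for *CZF1*). For *CZF1* that value ran from 0.0160 to 0.347 over the alternatives and was under 0.05 with DESeq2 and without PHD6-drought replicate 1. The difference between the transgene's effects under drought and in watered plants passed for *SZF1* (adjusted p = 8.5e-05) and *STZ* (adjusted p = 0.00593) and not for *CZF1* (adjusted p = 0.179, from 0.0391 to 0.366 over the alternatives and under 0.05 without PHD6-control replicate 2). Of the zinc finger genes of Table S6, 13 of 25 rose (16 when adjusted over the list alone, 8 without WT-control replicate 3) and 1 fell (1 when adjusted over the list alone, 0 without WT-control replicate 1) with the transgene in watered plants. With drought in WT plants 15 of 25 rose (18 when adjusted over the list alone) and 2 fell (2 when adjusted over the list alone, 1 without WT-drought replicate 1). Under drought with the transgene 1 of 25 rose (7 when adjusted over the list alone, 0 without WT-drought replicate 1 and 5 without PHD6-drought replicate 1) and 5 fell (7 when adjusted over the list alone, 1 without WT-drought replicate 1). The study chose these genes from the same samples, so the counts are not independent evidence.

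**Figure D2:**
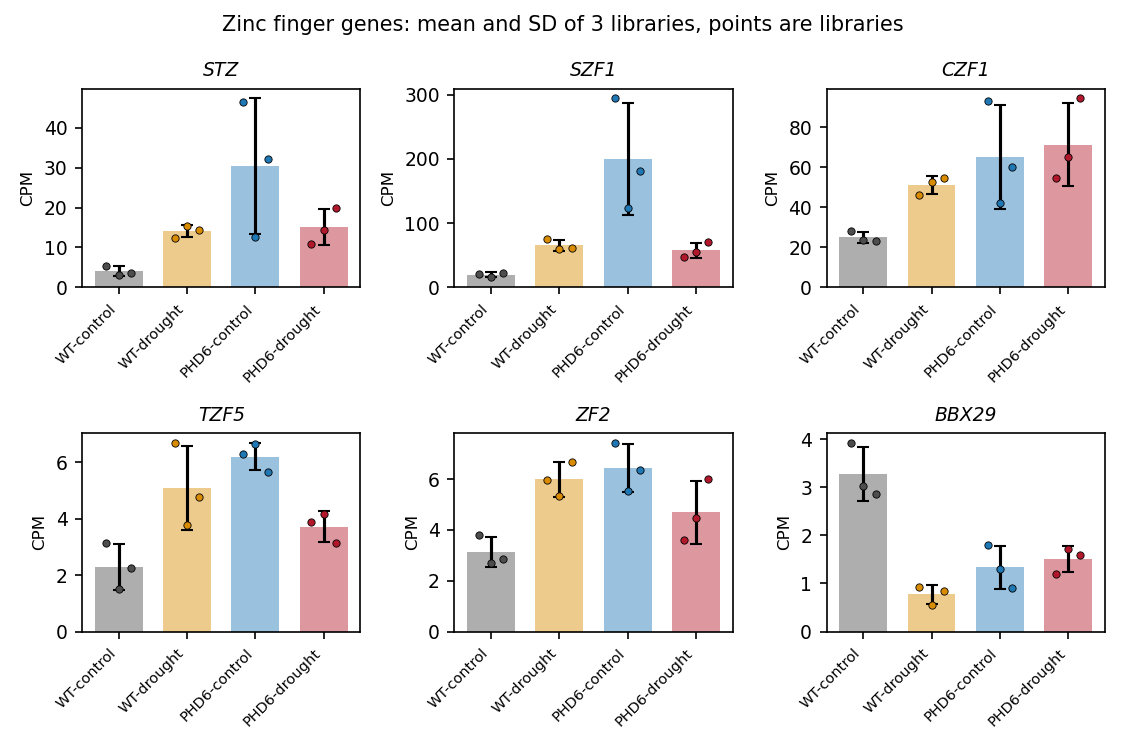
Expression of *STZ*, *SZF1*, *CZF1*, *TZF5*, *ZF2* and *BBX29* in CPM (vertical axes) in the 4 groups, with bars for the mean of 3 libraries, error bars for the SD and points for single libraries. *SZF1* is highest in PHD6-control, at a mean of 199 CPM, and *BBX29* in WT-control, at 3.28 CPM.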

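Among further zinc finger genes, *ZF2* (AT3G19580), a repressor of ABA responses on chromosome 3 from 6802903 to 6804296, had 6.00 ± 0.682 CPM (SD, n = 3 libraries) in WT-drought and 3.13 ± 0.598 CPM (SD, n = 3) in WT-control, a log2 fold change of 0.93 (standard error 0.19, adjusted p = 0.00948 from edgeR). In watered plants with the transgene it had a log2 fold change of 1.04 (standard error 0.19, adjusted p = 0.0193), but its adjusted p ran from 0.000563 to 0.0874 over the alternatives and was above 0.05 without WT-control replicates 2 or 3 or PHD6-control replicates 1 or 3. *TZF5* (AT5G44260), a tandem zinc finger gene, had log2 fold changes of 1.44 (standard error 0.25, adjusted p = 0.0151) with the transgene in watered plants and 1.16 (standard error 0.31, adjusted p = 0.0305) with drought in WT plants. For the transgene its adjusted p ran from 2.0e-05 to 0.0701 over the alternatives and was above 0.05 without WT-control replicate 3 or PHD6-control replicates 1 or 2, and for drought its adjusted p ran from 0.00223 to 0.117 over the alternatives and was above 0.05 without WT-control replicates 2 or 3 or WT-drought replicates 1 or 3. *OZF2* (AT4G29190), a zinc finger gene of oxidative stress, rose with drought in WT plants, with a log2 fold change of 0.96 (standard error 0.10, adjusted p = 0.000387), and in *MtPHD6* plants, with 1.01 (standard error 0.17, adjusted p = 0.00526). It did not pass the test with the transgene in watered plants, at a log2 fold change of 0.20 (standard error 0.10, adjusted p = 0.326). *ZAT12*, a regulator of oxidative stress genes that the annotation names *RHL41* (AT5G59820), did not pass with the transgene in watered plants, at a log2 fold change of 1.36 (standard error 0.56, adjusted p = 0.248). Nor did it pass with drought in WT plants, at 1.02 (standard error 0.35, adjusted p = 0.0742), where its adjusted p ran from 0.00945 to 0.199 over the alternatives and was under 0.05 with DESeq2, with replicate numbers as a block and without WT-control replicate 1. It passed the study's thresholds in both comparisons (unadjusted p = 0.0397 and unadjusted p = 0.0169). The ABA microarray data were not analysed here.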

Cluster analysis showed that *TZF5*, *STZ*, *OZF2*, *ZF2*, *ZAT12* identified in this study were also upregulated after ABA treatment (Fig. 7a, Clusters 2 and 3). Meanwhile, *BBX29* and *BBX31* were inhibited by drought stress and *MtPHD6* transgene, but were highly induced after ABA treatment (Fig. 7a, Cluster 1). 

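*BBX29* (AT5G54470), a B-box protein of light signalling on chromosome 5 from 22114304 to 22115539, had 3.28 ± 0.570 CPM in WT-control, 0.775 ± 0.202 CPM in WT-drought and 1.34 ± 0.446 CPM in PHD6-control (SD, n = 3 each). It fell with drought in WT plants, with a log2 fold change of -2.08 (standard error 0.28, adjusted p = 0.00126 from edgeR). With the transgene in watered plants its log2 fold change was -1.30 (standard error 0.29, adjusted p = 0.0419), but its adjusted p ran from 0.00427 to 0.126 over the alternatives and was above 0.05 without WT-control replicates 1, 2 or 3 or PHD6-control replicates 2 or 3. In *MtPHD6* plants drought gave it no change that passed the test (log2 fold change of 0.17, adjusted p = 0.740), and the drought responses of the genotypes differed by 2.25 (standard error 0.42, adjusted p = 0.00466) on the log2 scale. *BBX31* (AT3G21890) had too few counts to pass the filter. Tested with edgeR without a filter, it had a log2 fold change of -1.45 (standard error 0.66, adjusted p = 0.341) with the transgene in watered plants and -2.16 (standard error 0.58, adjusted p = 0.0245) with drought in WT plants.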

Interaction network analysis revealed that there were 249 nodes/proteins and 513 edges for drought, and 163 nodes/proteins and 388 edges for *MtPHD6* transgene modulated *ZINC FINGER* transcription factors (Fig. 7b, c), including CPK, MPK, ERF, WRKY, DREB/CBF and NAC proteins.

**Fig. 7:**
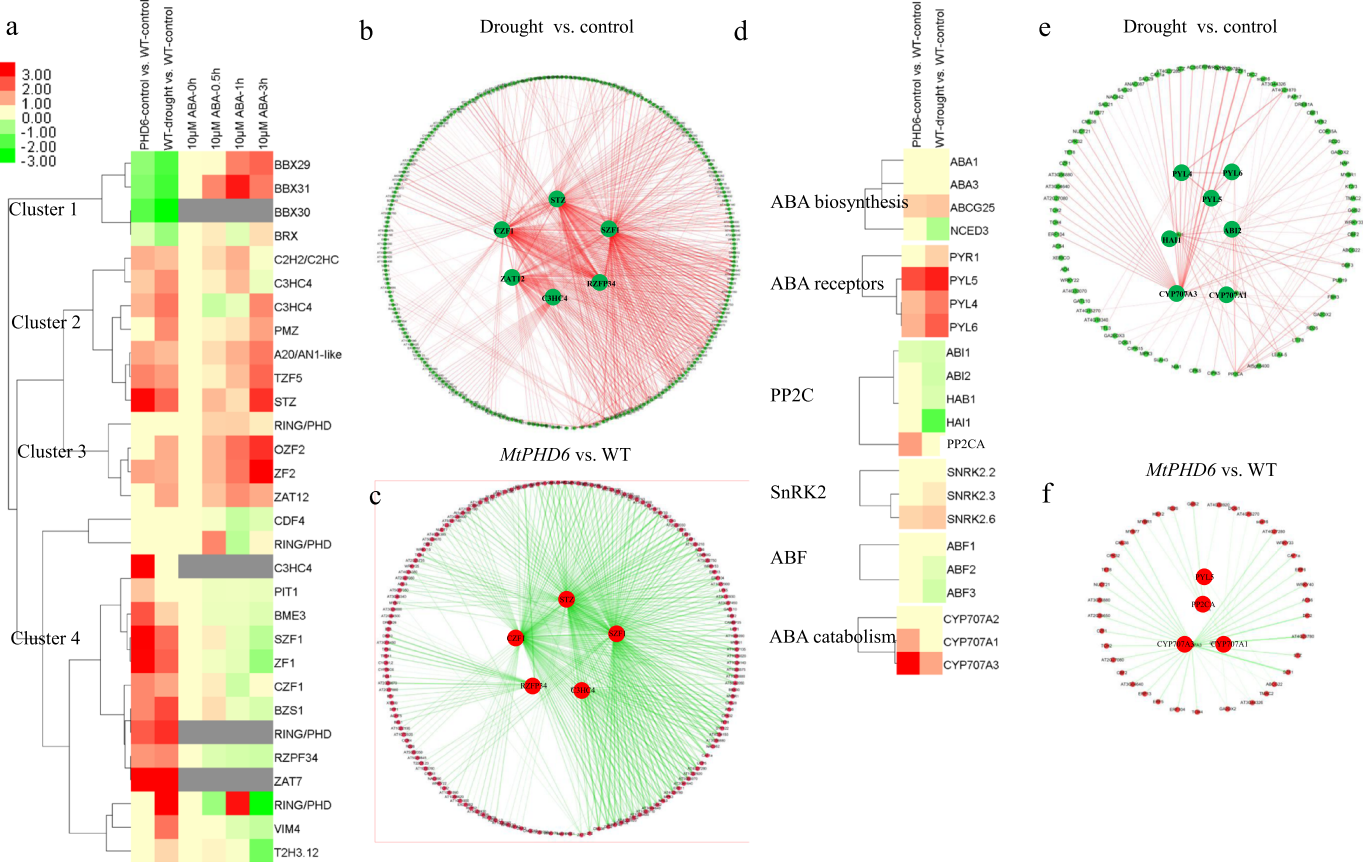
Cluster and network analyses of zinc finger transcription factors and ABA pathway related genes. **a**: Cluster analysis of zinc finger transcription factors affected by *MtPHD6* transgene, drought and ABA. **b** and **c**: Networks of zinc finger transcription factors modulated by drought stress (green node and red edge) and *MtPHD6* transgene (red node and green edge), respectively; **d**: Cluster analysis of ABA signaling pathway related genes affected by *MtPHD6* transgene and drought. **e** and **f**: Networks of ABA signaling pathway related genes modulated by drought stress (green node and red edge) and *MtPHD6* transgene (red node and green edge), respectively. The original data were presented in Additional file 6: Table S6. ABA treatment expression data were downloaded from BAR Expression Browser (http://bar.utoronto.ca/affydb/cgi-bin/affy_db_exprss_browser_in.cgi). The grey color in cluster analysis indicates the genes are missing in BAR database

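*RAV1* (AT1G13260), a repressor of growth of the RAV group on chromosome 1 from 4542168 to 4543970, had 178 ± 26.4 CPM (SD, n = 3 libraries) in PHD6-control and 45.4 ± 7.61 CPM (SD, n = 3) in WT-control, a log2 fold change of 1.97 (standard error 0.15, adjusted p = 0.000660 from edgeR). AT1G22190, a gene of the ERF group of AP2 factors, had a log2 fold change of 2.16 (standard error 0.12, adjusted p = 0.000125) with the transgene in watered plants and -2.51 (standard error 0.13, adjusted p = 4.6e-05) with drought in *MtPHD6* plants. *DREB1A* (AT4G25480), a regulator of cold-response genes, fell with drought in WT plants, with 1.15 ± 0.0887 CPM (SD, n = 3 libraries) in WT-drought and 7.79 ± 1.61 CPM (SD, n = 3) in WT-control and a log2 fold change of -2.76 (standard error 0.22, adjusted p = 9.7e-05). Of the AP2/EREBP genes that the study lists in Table S6, 15 of 37 rose (21 when adjusted over the list alone) and 2 fell (5 when adjusted over the list alone) with the transgene in watered plants and 19 of 37 rose (22 when adjusted over the list alone) and 5 fell (8 when adjusted over the list alone) with drought in WT plants. With drought in *MtPHD6* plants 5 of 37 rose (7 when adjusted over the list alone, 8 without PHD6-control replicate 3) and 15 fell (17 when adjusted over the list alone), and with the transgene under drought 1 of 37 rose (3 when adjusted over the list alone, 0 without WT-drought replicate 1 and 2 without PHD6-drought replicate 1) and 6 fell (7 when adjusted over the list alone, 1 without WT-drought replicate 1). Because the list was drawn from these samples, the tallies are not independent evidence. The interaction of genotype and drought passed for 3 genes with a larger and 16 with a smaller drought log2 fold change in *MtPHD6* plants (4 and 18 when adjusted over the list alone).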

Drought treatment and *MtPHD6* transgene activated expression of the majority of *AP2/EREBP* transcription factors (Additional file 9: Figure S3a). *AP2*/*EREBP* transcription factors in clusters 1 and 2 were mainly downregulated by *MtPHD6* transgene, but upregulated by ABA treatment. However, *AP2*/*EREBP* transcription factors in clusters 4 and 5 were upregulated by *MtPHD6* transgene, but mainly downregulated by ABA treatment (Additional file 9: Figure S3a). These data indicated that *AP2*/*EREBP* transcription factors showed contrasting changes by *MtPHD6* transgene and ABA. Interaction network analysis showed that there were 194 nodes/proteins and 445 edges for drought, and 155 nodes/proteins and 424 edges for *MtPHD6* transgene modulated AP2/EREBP transcription factors (Additional file 9: Figure S3b, c), including WRKY, CML, MYB and ZINC FINGER proteins. 

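*WRKY18* (AT4G31800), a regulator of salicylic acid defence on chromosome 4 from 15382777 to 15385100, had 56.5 ± 31.0 CPM in PHD6-control, 71.6 ± 9.37 CPM in WT-drought and 7.46 ± 1.55 CPM in WT-control (SD, n = 3 each). Its log2 fold change was 2.91 (standard error 0.38, adjusted p = 0.00394) with the transgene in watered plants and 3.25 (standard error 0.15, adjusted p = 2.8e-05) with drought in WT plants from edgeR. *WRKY53* (AT4G23810), a regulator of leaf senescence, rose with the transgene, with a log2 fold change of 2.58 (standard error 0.33, adjusted p = 0.00387). *WRKY40* (AT1G80840), a repressor of ABA responses, rose with drought in WT plants, with a log2 fold change of 2.54 (standard error 0.22, adjusted p = 0.000143). Of the WRKY genes of Table S6, 11 of 24 rose (14 when adjusted over the list alone, 6 without WT-control replicate 3) with the transgene in watered plants and 19 of 24 rose (21 when adjusted over the list alone) with drought in WT plants. In *MtPHD6* plants 13 of 24 rose (13 when adjusted over the list alone, 7 without PHD6-control replicate 2) and 2 fell (4 when adjusted over the list alone, 4 without PHD6-control replicate 2) with drought, and with the transgene under drought 4 of 24 rose (15 when adjusted over the list alone, 0 without WT-drought replicate 1 and 13 without PHD6-drought replicate 1) and 1 fell (3 when adjusted over the list alone, 0 without WT-drought replicate 1). For 8 of them the drought log2 fold change was smaller in *MtPHD6* plants (11 when adjusted over the list alone, 5 without WT-control replicate 3). The list was chosen by the study on these samples and gives no independent evidence.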

WRKY transcription factors were mainly induced by *MtPHD6* transgene and drought, but merely by ABA treatment (Additional file 9: Figure S3d). Interaction network analysis showed that there were 279 nodes/proteins and 807 edges for drought, and 196 nodes/proteins and 630 edges for *MtPHD6* transgene modulated transcription factors (Additional file 9: Figure S3e, f), including MPK, MYB, AP2/ERF and ZINC FINGER proteins.

### ABA pathway regulated by *MtPHD6* transgene and drought treatment

Since zinc finger and AP2/EREBP transcription factors were modulated by ABA treatment based on publicly available microarray data analysis (Fig. 7a), we further investigated the gene expressions of ABA signaling transduction pathway. The results exhibited that several ABA receptor genes were highly induced by drought and *MtPHD6* transgene, especially *PYL4–6*. 

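*PYL5* (AT5G05440), an ABA receptor on chromosome 5 from 1608988 to 1610527, had 29.6 ± 12.4 CPM in PHD6-control, 43.5 ± 8.41 CPM in WT-drought and 6.94 ± 0.840 CPM in WT-control (SD, n = 3 each). Its log2 fold change was 2.09 (standard error 0.28, adjusted p = 0.00445) with the transgene in watered plants and 2.65 (standard error 0.16, adjusted p = 3.7e-05) with drought in WT plants from edgeR. Under drought the transgene's effect on *PYL5* did not pass (adjusted p = 0.0946, from 0.0106 to 0.300 over the alternatives and under 0.05 with DESeq2 and without the filter on low counts). It differed from that in watered plants by -2.76 (standard error 0.40, adjusted p = 0.000713) on the log2 scale. *PYL4* (AT2G38310) and *PYL6* (AT2G40330), related receptors, rose with drought in WT plants, with log2 fold changes of 1.56 (standard error 0.12, adjusted p = 8.9e-05) and 1.90 (standard error 0.23, adjusted p = 0.000669). With the transgene in watered plants *PYL4* had a log2 fold change of 0.77 (standard error 0.20, adjusted p = 0.0666) and *PYL6* of 0.88 (standard error 0.30, adjusted p = 0.170). The adjusted p for *PYL4* ran from 0.00262 to 0.155 over the alternatives and was under 0.05 with DESeq2, without the filter on low counts, with all 12 libraries fitted together and with replicate numbers as a block. Of the ABA receptor genes, 4 of 9 rose (4 when adjusted over the list alone) with drought in WT plants, 4 of 9 rose (4 when adjusted over the list alone) with drought in *MtPHD6* plants and 1 of 9 rose (2 when adjusted over the list alone) with the transgene in watered plants. Under drought with the transgene, 0 of 9 passed with edgeR (2 higher and 2 lower at an unadjusted p under 0.05, 2 and 1 when adjusted over the list alone, 1 and 1 with DESeq2, 1 and 1 without the filter on low counts, 1 and 0 with at least 1 CPM required in all 12 libraries or with replicate numbers as a block, 2 and 0 without PHD6-drought replicate 1).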

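*PP2CA* (AT3G11410), a phosphatase that blocks ABA signalling on chromosome 3 from 3583782 to 3585850, had 133 ± 8.20 CPM in PHD6-control, 60.7 ± 4.60 CPM in WT-control, 64.1 ± 21.6 CPM in WT-drought and 34.1 ± 1.84 CPM in PHD6-drought (SD, n = 3 each). It rose with the transgene in watered plants, with a log2 fold change of 1.12 (standard error 0.08, adjusted p = 0.000512 from edgeR), and fell with drought in *MtPHD6* plants, with -1.96 (standard error 0.08, adjusted p = 1.1e-05). *CYP707A3* (AT5G45340), an enzyme that breaks down ABA, lies on chromosome 5 from 18368532 to 18371021. Its log2 fold change was 3.22 (standard error 0.39, adjusted p = 0.00313) with the transgene in watered plants, 1.03 (standard error 0.19, adjusted p = 0.00689) with drought in WT plants and -2.32 (standard error 0.35, adjusted p = 0.00377) with drought in *MtPHD6* plants. *CYP707A1* (AT4G19230), of the same family, did not pass with the transgene in watered plants, at a log2 fold change of 0.99 (standard error 0.28, adjusted p = 0.0955). Its adjusted p ran from 0.0170 to 0.304 over the alternatives and was under 0.05 with DESeq2. Among ABA synthesis genes, the epoxidase gene *ABA1* (AT5G67030) had a log2 fold change of -0.01 (standard error 0.10, adjusted p = 0.979) with drought in WT plants and *ABA2* (AT1G52340) of -0.32 (standard error 0.19, adjusted p = 0.285). For *ABA2* the adjusted p ran from 0.0497 to 0.656 and was under 0.05 without WT-control replicate 2. In *MtPHD6* plants *ABA1* fell with drought, with a log2 fold change of -0.45 (standard error 0.12, adjusted p = 0.0295), but its adjusted p ran from 0.00356 to 0.0793 over the alternatives and was above 0.05 without PHD6-control replicates 1, 2 or 3 or PHD6-drought replicate 3. Of the phosphatases, *HAB1* (AT1G72770) fell with drought in WT plants, with a log2 fold change of -0.42 (standard error 0.12, adjusted p = 0.0419), and its adjusted p ran from 0.00879 to 0.157 over the alternatives and was above 0.05 without WT-control replicate 1 or WT-drought replicates 1, 2 or 3. *HAI1* (AT5G59220) had a log2 fold change of -1.97 (standard error 0.67, adjusted p = 0.0742), with an adjusted p from 0.00410 to 0.215 over the alternatives that was under 0.05 with DESeq2, without the filter on low counts, with all 12 libraries fitted together, with replicate numbers as a block and without WT-control replicate 3. *HAI1* passed the study's thresholds (unadjusted p = 0.0169). Of the clade A phosphatase genes, 3 of 7 fell (4 when adjusted over the list alone, 1 without WT-control replicate 1) with drought in WT plants and 4 of 7 fell (4 when adjusted over the list alone, 2 without PHD6-control replicate 1) in *MtPHD6* plants. Of the ABA catabolism genes, 1 of 4 rose (2 when adjusted over the list alone) with the transgene in watered plants, and with drought 1 of 4 rose (1 when adjusted over the list alone) in WT plants and 2 of 4 fell (2 when adjusted over the list alone, 1 without PHD6-control replicate 1) in *MtPHD6* plants.

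**Figure D3:**
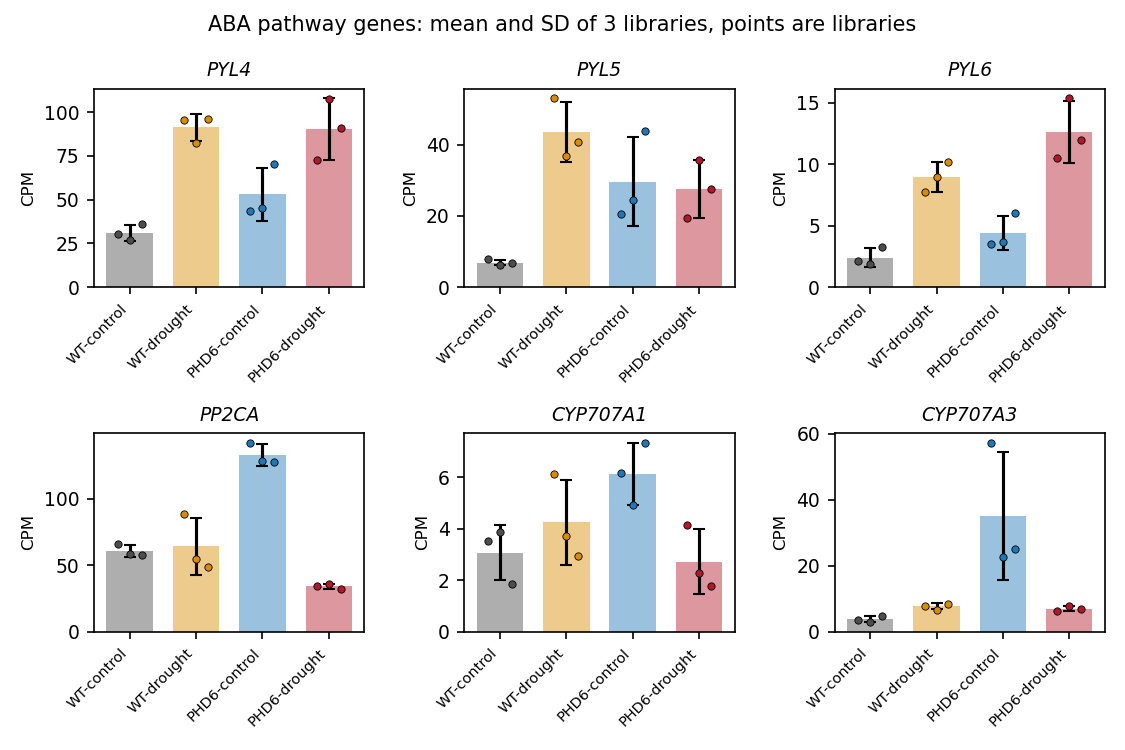
Expression of *PYL4*, *PYL5*, *PYL6*, *PP2CA*, *CYP707A1* and *CYP707A3* in CPM (vertical axes) in the 4 groups, with bars for the mean of 3 libraries, error bars for the SD and points for single libraries. *CYP707A3* is highest in PHD6-control, at a mean of 35.0 CPM.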

Meanwhile, *MtPHD6* transgene also activated expression of *PP2CA* and *CYP707A1* and *A3*, while drought stress inhibited expressions of *ABA1*, *ABA2*, *HAB1* and *HAI1*, and induced *CYP707A3* expression (Fig. 7d). To better understand the effect of *MtPHD6* transgene on ABA pathway, the possible interaction networks were also constructed and co-expressions of ABA pathway responsive genes were identified using STRING and Cytoscape software. The results showed that drought stress modulated *PYLs* (*PYL4*–5) and *PP2C* (*HAI1, ABI2, PP2CA*) interacted with several stress responsive genes, including *ERFs*, *DREB1*/*CBF*, *LTI*, *COR*, *RD*, *LEA*, *WRKY*, *NAC* and *ZINC FINGER* transcription factors (*STZ*, *RHL41*/*ZAT12*) (Fig. 7e). In *MtPHD6* transgenic lines, PYLs and PP2Cs interact with ERF, DREB/CBF, RD, and ZINC FINGER transcription factors (STZ, SZF1, CZF1) (Fig. 7f). These results indicated that *MtPHD6* transgene might activate *ZINC FINGER* and *AP2/EREBP* transcription factors through ABA dependent pathway, and induced *WRKY* transcription factors through ABA independent pathway.

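Of the genes that ABA and dehydration are known to induce, more fell than rose with drought in both genotypes. *COR15B* (AT2G42530), a chloroplast protective protein on chromosome 2 from 17708593 to 17710433, had 43.1 ± 8.24 CPM (SD, n = 3 libraries) in WT-drought and 101 ± 11.5 CPM (SD, n = 3) in WT-control, a log2 fold change of -1.23 (standard error 0.14, adjusted p = 0.000553 from edgeR). *RAB18* (AT5G66400), a dehydrin induced by ABA, had a log2 fold change of -1.05 (standard error 0.16, adjusted p = 0.00415) with drought in *MtPHD6* plants. *LTI78* (AT5G52310), a marker of dehydration responses also called *RD29A*, had a log2 fold change of -1.31 (standard error 0.10, adjusted p = 9.3e-05) with drought in WT plants. *RD26* (AT4G27410), a NAC factor of ABA signalling, rose with the transgene in watered plants, with a log2 fold change of 1.05 (standard error 0.15, adjusted p = 0.00603). Of the ABA and dehydration responsive genes, 2 of 29 rose (6 when adjusted over the list alone, 0 without WT-control replicate 3 and 5 with replicate numbers as a block) and 11 fell (15 when adjusted over the list alone, 6 without WT-drought replicate 2) with drought in WT plants. In *MtPHD6* plants under drought 1 of 29 rose (2 when adjusted over the list alone, 0 without PHD6-control replicate 1 and 3 without PHD6-drought replicate 1) and 13 fell (14 when adjusted over the list alone, 8 without PHD6-control replicate 1). With the transgene in watered plants 3 of 29 rose (5 when adjusted over the list alone, 1 without WT-control replicate 2 and 5 without PHD6-control replicate 3) and 1 fell (1 when adjusted over the list alone, 0 without WT-control replicate 1 and 2 without WT-control replicate 3), and under drought 1 of 29 rose (1 when adjusted over the list alone, 0 without WT-drought replicate 1 and 5 without PHD6-drought replicate 1) and 1 fell (1 when adjusted over the list alone, 0 without WT-drought replicate 1 and 2 without PHD6-drought replicate 1). Of the ABF and ABI transcription factor genes, 2 of 6 fell (2 when adjusted over the list alone, 1 without WT-control replicate 1) with drought in WT plants, where *ABF3* (AT4G34000) had a log2 fold change of -0.52 (standard error 0.10, adjusted p = 0.00641). In watered plants with the transgene 0 of 6 passed with edgeR (0 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, 0 and 0 with DESeq2). Of the SnRK2 kinase genes, 2 of 10 rose (2 when adjusted over the list alone, 0 without WT-drought replicate 1) with drought in WT plants and 1 of 10 fell (1 when adjusted over the list alone, 0 without WT-drought replicate 1) with the transgene under drought. Of the ABA synthesis and transport genes, 0 of 6 passed with edgeR (1 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, 0 and 0 with DESeq2) with the transgene in watered plants, and 1 of 6 rose (1 when adjusted over the list alone, 0 without WT-control replicate 1) and 1 fell (1 when adjusted over the list alone, 0 without WT-drought replicate 2 and 2 without WT-control replicate 2) with drought in WT plants. From changes of ABA pathway genes, interaction networks and public microarray data of ABA treatment, the paper proposes that *MtPHD6* acts on the zinc finger and AP2/EREBP genes through ABA and on the WRKY genes without it. The networks and the microarray data were not analysed here. The libraries hold no ABA treatment, so the part of ABA was not tested here.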

### Metabolism pathways regulated by *MtPHD6* transgene and drought stress

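Some genes of the photosynthetic apparatus fell with drought in *MtPHD6* plants. *FED A* (AT1G60950), the main ferredoxin of the leaf on chromosome 1 from 22444307 to 22445291, had 1030 ± 163 CPM (SD, n = 3 libraries) in PHD6-drought and 1759 ± 199.9 CPM (SD, n = 3) in PHD6-control, a log2 fold change of -0.77 (standard error 0.13, adjusted p = 0.00619 from edgeR). *PSAN* (AT5G64040), a subunit of photosystem I, had a log2 fold change of -0.59 (standard error 0.09, adjusted p = 0.00422), and *PSB27* (AT1G03600), which helps repair photosystem II, -0.52 (standard error 0.09, adjusted p = 0.00610). Of genes of the photosystems and electron transport, 20 of 40 fell (30 when adjusted over the list alone, 7 without PHD6-control replicate 1) with drought in *MtPHD6* plants. In WT plants, which the figure of the paper shows, 3 of 40 fell (0 when adjusted over the list alone, 0 without WT-control replicate 3 and 30 without WT-control replicate 2) with drought, and 6 fell with DESeq2. With replicate numbers as a block 1 also rose there. For WT plants camera adjusted p = 0.00252 with a preset correlation of 0.01, adjusted p = 0.868 with an estimated correlation, at a median log2 fold change of -0.19. The interaction of genotype and drought passed for 1 of these genes (0 when adjusted over the list alone, 0 without WT-control replicate 3), so a difference between the genotypes is not shown for the list.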

In the study, drought stress inhibited expression of several genes involved in photosystem I, II and photosynthetic electron transport pathways (Fig. 8a). However, few of photosynthesis related genes were regulated by *MtPHD6* transgene, except plastocyanin (PETE) gene which was induced (Fig. 8a). Moreover, many genes encoding citrate cycle (TCA cycle) related enzymes were upregulated by drought, but barely by *MtPHD6* transgene (Fig. 8b). These results showed that drought stress had more extensive effect on photosynthesis and TCA cycle than *MtPHD6* transgene.

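*PETE1* (AT1G76100) and *PETE2*, which the annotation names *DRT112* (AT1G20340), encode plastocyanin, the copper protein that carries electrons to photosystem I. With the transgene in watered plants *PETE1* had a log2 fold change of 0.20 (standard error 0.10, adjusted p = 0.334 from edgeR) and *PETE2* -0.03 (standard error 0.16, adjusted p = 0.944). *PETE1* had 308 ± 4.07 CPM (SD, n = 3 libraries) in PHD6-control and 268 ± 29.4 CPM (SD, n = 3) in WT-control. Its adjusted p ran from 0.204 to 0.589 over the alternatives and that of *PETE2* from 0.366 to 0.992. Under drought the transgene gave *PETE1* a log2 fold change of -0.31 (standard error 0.08, adjusted p = 0.0593) and *PETE2* -0.24 (standard error 0.09, adjusted p = 0.133). For *PETE1* that adjusted p ran from 0.00758 to 0.212 and was under 0.05 with upper-quartile scaling, with DESeq2, without the filter on low counts and with at least 1 CPM required in all 12 libraries. For *PETE2* it was under 0.05 with DESeq2, over a range from 0.0305 to 0.349. In the list of photosystem and electron transport genes as a whole, 0 of 40 passed with edgeR (0 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, 0 and 0 with DESeq2) with the transgene in watered plants. Under drought 2 of 40 fell (2 when adjusted over the list alone, 0 without WT-drought replicate 1) with the transgene.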

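*mMDH2* (AT3G15020), a mitochondrial malate dehydrogenase on chromosome 3 from 5055741 to 5058249, had 23.2 ± 1.91 CPM (SD, n = 3 libraries) in WT-drought and 33.6 ± 1.86 CPM (SD, n = 3) in WT-control, a log2 fold change of -0.53 (standard error 0.08, adjusted p = 0.00287 from edgeR). In *MtPHD6* plants it had a log2 fold change of -0.53 (standard error 0.08, adjusted p = 0.00387). *FUM2* (AT5G50950), a cytosolic fumarase, and *mtLPD1* (AT1G48030), a lipoamide dehydrogenase of mitochondria, fell with drought in *MtPHD6* plants, with log2 fold changes of -0.63 (standard error 0.09, adjusted p = 0.00283) and -0.48 (standard error 0.08, adjusted p = 0.00648). Of the TCA cycle genes, 5 of 48 rose (5 when adjusted over the list alone, 0 without WT-drought replicate 1 and 8 without WT-control replicate 1) and 2 fell (2 when adjusted over the list alone, 1 without WT-control replicate 3 and 5 without WT-control replicate 2) with drought in WT plants. In *MtPHD6* plants 4 of 48 rose (4 when adjusted over the list alone, 0 without PHD6-control replicate 1) and 9 fell (9 when adjusted over the list alone, 5 without PHD6-control replicate 1) with drought. With the transgene 2 of 48 rose (2 when adjusted over the list alone, 0 without WT-drought replicate 1 and 5 without PHD6-drought replicate 1) and 2 fell (2 when adjusted over the list alone, 0 without WT-drought replicate 1 and 5 without PHD6-drought replicate 1) under drought, and in watered plants 0 of 48 passed with edgeR (2 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, 0 and 0 with DESeq2). In watered plants the list had a median log2 fold change of 0.09, with camera adjusted p = 0.0318 with a preset correlation of 0.01, adjusted p = 0.879 with an estimated correlation.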

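Most carbon fixation genes fell with drought in *MtPHD6* plants. *CA2* (AT5G14740), a carbonic anhydrase of the leaf on chromosome 5 from 4757856 to 4762666, had 1328 ± 248 CPM in WT-control, 445 ± 126 CPM in WT-drought, 1399 ± 82.3 CPM in PHD6-control and 314 ± 61.7 CPM in PHD6-drought (SD, n = 3 each). Its log2 fold change with drought was -1.58 (standard error 0.22, adjusted p = 0.00143) in WT plants and -2.15 (standard error 0.14, adjusted p = 0.000110) in *MtPHD6* plants from edgeR. *SBPASE* (AT3G55800), an enzyme of the Calvin cycle, had a log2 fold change of -0.55 (standard error 0.09, adjusted p = 0.00498) in *MtPHD6* plants. Of the carbon fixation genes, 18 of 19 fell (19 when adjusted over the list alone, 10 without PHD6-control replicate 1) with drought in *MtPHD6* plants and 2 of 19 fell (2 when adjusted over the list alone, 18 without WT-control replicate 2) in WT plants. With the transgene 1 of 19 fell (1 when adjusted over the list alone, 0 without WT-drought replicate 1) under drought, and in watered plants 0 of 19 passed with edgeR (0 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, 0 and 0 with DESeq2). Of the light-harvesting antenna genes, 3 of 19 fell (3 when adjusted over the list alone) with drought in *MtPHD6* plants, among them *CAB3* (AT1G29910) with a log2 fold change of -0.70 (standard error 0.11, adjusted p = 0.00422). In WT plants 0 of 19 passed with edgeR (0 higher and 1 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, 0 and 1 with DESeq2, 0 and 1 with upper-quartile scaling, without the filter on low counts, with all 12 libraries fitted together or with replicate numbers as a block, 0 and 3 without WT-control replicate 2) with drought. With the transgene 3 of 19 fell (13 when adjusted over the list alone, 0 without WT-drought replicate 1 and 6 without PHD6-drought replicate 1) under drought, and in watered plants 0 of 19 passed with edgeR (0 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, 0 and 0 with DESeq2). No carbon fixation or antenna gene passed the interaction test with edgeR. At an unadjusted p under 0.05 the carbon fixation list had 0 genes with a smaller drought log2 fold change in *MtPHD6* plants and 0 with a larger, and the antenna list 0 and 0. DESeq2 gave 0 and 0 genes with a smaller value in the 2 lists. From the figure's gene changes the paper concludes that drought reached further into photosynthesis and the TCA cycle than the transgene did.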

**Fig. 8:**
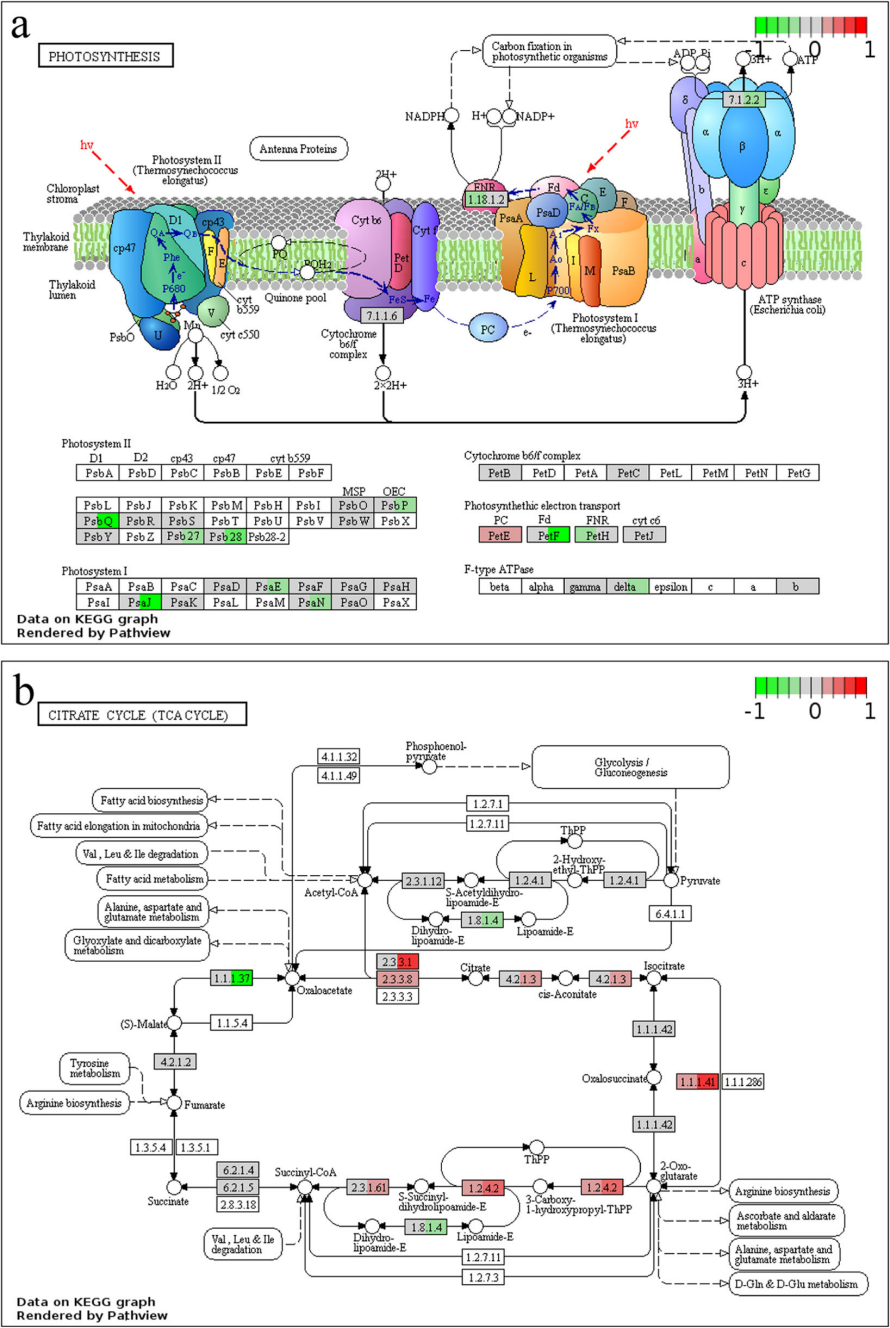
Photosynthesis (**a**) and TCA cycle (**b**) related genes changed by *MtPHD6* transgene or drought. KEGG pathway changes were analyzed using Pathview (https://pathview.uncc.edu/home). Each rectangle was divided into 2 subsections, which represent genes modulated by *MtPHD6* transgene (*MtPHD6*-control vs. WT-control) and drought (WT-drought vs. WT-control), respectively. Red means upregulation and green means downregulation

### The effect of *MtPHD6* transgene on oxidative damage under drought condition

Drought stress can induce membrane lipid peroxidation and ROS overproduction, resulting in changes of plasma membrane permeability. In the study, the electrolyte leakage (EL) of transgenic and WT plants showed significant increase after 21 d of drought treatment. However, transgenic plants suffered less membrane damage and exhibited significantly lower EL than WT plants at 21 d of drought stress (Fig. 9a). Malondialdehyde (MDA) content in WT plants was significantly higher than that in transgenic plants at drought stress 14 d and 21 d, respectively (Fig. 9b). Moreover, significantly lower hydrogen peroxide (H_2_O_2_) content was observed in transgenic plants compared with WT plants after drought stress (Fig. 9c).

**Fig. 9:**
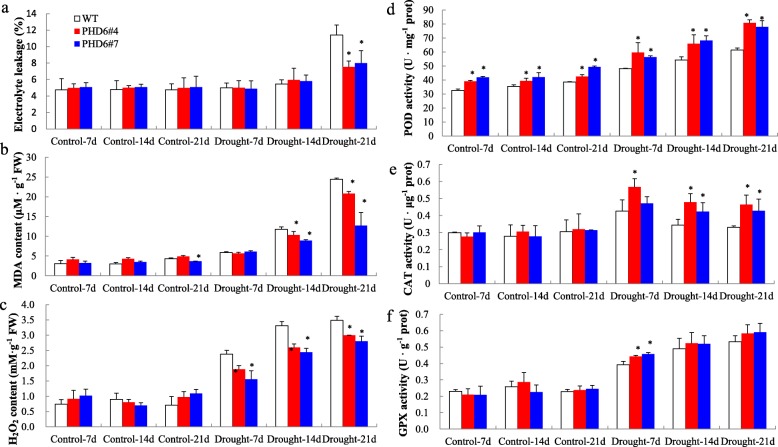
Physiological changes of *MtPHD6* transgenic lines after drought stress treatment. 12-day-old seedlings were withheld water and leaf tissues were collected at 7, 14 and 21 d after drought treatment. **a**: Electrolyte leakage (EL); **b**: Malondialdehyde (MDA) content; **c**: Hydrogen peroxide (H_2_O_2_) content; **d**: Peroxidase (POD) activity; **e**: Catalase (CAT) activity; **f**: Glutathione peroxidase (GPX) activity

To avoid oxidative damage, plants activate antioxidant enzymatic defense system to keep redox homeostasis. Drought treatment triggered the activities of peroxidase (POD), catalase (CAT) and glutathione peroxidase (GPX) in WT and transgenic plants when compared to control condition. The POD activity in transgenic plants was significantly higher than that in WT plants under both control and drought conditions (Fig. 9d). Furthermore, transgenic plants showed significantly higher CAT (14 d, 21 d) and GPX (7 d) activities than WT plants under drought stress (Fig. 9e, f). These results showed that transgenic plants could effectively alleviate oxidative damage when exposed to drought stress.

## Discussion

It is well known that drought stress constrains plant productivity and distribution. Through long-time evolution, plants have developed various responsive strategies to adapt to drought stress at the morphological, physiological, biochemical and molecular levels [28]. With rapidly developing analytical chemistry technologies, a large number of genes involved in drought tolerance have been excavated and functionally identified in various plant species [29, 30]. Among these genes, transcription factors play critical roles in multifarious signaling pathways that regulate plant responses to harsh environmental stresses [31–33]. So far, plenty of transcription factor families have been reported to be induced by abiotic stress, such as *WRKY*, *bZIP*, *DREB*, *MYB*/M*Y*C, *ERF*, *ZINC FINGER* and *Alfin1*-like (*AL*) families [5, 13].

Alfin1-type PHD-finger-containing proteins are involved in plant abiotic stresses apart from their roles in developmental processes [12, 34]. In this study, we found that the expression of *MtPHD6* was induced by drought stress (Figs. 1c, 2a). *MtPHD6* transgenic lines showed improved tolerance to mannitol stress during seed germination (Fig. 2). Ectopic expression of *MtPHD6* plants possessed enhanced tolerance to drought stress with significantly higher survival rates and antioxidant enzyme activities when compared to WT plants (Figs. 3b, 9). In Arabidopsis, AL proteins were found to bind to G-box elements and overexpression of *AL5* improved drought tolerance [18]. Ectopic expression of soybean *GmPHD2* increased salt tolerance in Arabidopsis probably by scavenging ROS [5]. The data in this study suggested that *MtPHD6* could function as a positive regulator in response to drought stress.

In *M. sativa*, Alfin1 binds to G-rich elements in the promoter of *MsPRP2*, a salt-inducible and root-specific gene [4, 10]. Moreover, GmPHD5 binds to the promoter and coding region of salt stress responsive genes and acts as a positive regulator in response to salt stress [16]. Through large scale transcriptome analysis, we found that genes involving in stress related GO terms were enriched by drought stress and *MtPHD6* transgene (Fig. 5, Additional file 8: Figure S2a), including ABA signaling pathway (Fig. 7d). In rice (*O. sativa*), five *OsPHD* genes were significantly induced while two inhibited by ABA [35]. In soybean, expression of *GmPHD 1–6* were induced after ABA and drought treatment, and *GmPHD2* transgene upregulated expression of ABA responsive bZIP transcription factor *ABI5* [5]. In this study, *MtPHD6* transgene regulated different subset of ABA responsive genes like *PYL4–6* (Fig. 7d). As the key hormone during plant responses to drought stress, ABA can activate PYR/PYL-PP2C-SnRK2-ABF signaling pathway, which plays vital roles in plant drought tolerance. ABA pathways might function as the upstream signaling in *MtPHD6* transgenic Arabidopsis in response to drought stress.

Similar to RING finger and LIM domain, the PHD finger is characterized as a conserved Cys_4_HisCys_3_-type zinc finger type. In Arabidopsis, *ZINC FINGER* and *WRKY* type transcription factors were identified as *AL5*-regulated genes by ChIP-Seq [18]. Indeed, several zinc finger transcription factors were modulated by *MtPHD6* transgene and part of these genes were also induced by drought stress or ABA treatment (Fig. 7a). Arabidopsis zinc finger proteins *ZAT6* and *ZAT18* were transcriptionally induced by drought, salt, cold and heat stresses [26, 27]. Overexpression of Arabidopsis *ZAT6*, *ZAT18* and pepper *ZFP1* increased the expression level of stress induced genes and ABA signaling pathway related genes, resulting in enhanced drought tolerance [26, 27, 36]. *AtZAT7* overexpression inhibited plant growth and enhanced salt tolerance of transgenic Arabidopsis [37]. Under stress condition, *AtAZF1* and *AtAZF2* had a negative effect on the expression of auxin-inducible and ABA repressive genes [31]. Moreover, a Cys_2_His_2_-type zinc finger transcription factor from *Glyycine soja*, *GsZFP1*, could be induced by abiotic stresses and ABA treatment. Ectopic expression of *GsZFP1* in Arabidopsis activated the expression of ABA biosynthesis related genes and increased tolerance to drought stress [38]. These data showed that zinc finger transcription factors can function as positive regulators in response to drought stress. PHD domain transcription factors including Alfin1 encode novel members of zinc finger family proteins [5, 24]. *MtPHD6* transgene upregulated the expressions of *RZPF34*, *ZAT7*, *STZ*/*ZAT10*, *SZF1*, *ZF1*, and several *C3HC4* zinc finger transcription factors in Arabidopsis, which were induced after ABA treatment (Fig. 7a). These results indicated that several zinc finger proteins might function as ABA downstream regulators and play important roles in drought tolerance of *MtPHD6* transgenic plants.

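*RZPF34* (AT5G22920), a RING zinc finger gene also called *CHYR1*, lies on chromosome 5 from 7664871 to 7667288 and had 167 ± 19.9 CPM (SD, n = 3 libraries) in PHD6-control and 72.1 ± 4.16 CPM (SD, n = 3) in WT-control. With the transgene in watered plants its log2 fold change was 1.21 (standard error 0.11, adjusted p = 0.000838) from edgeR. *ZAT7* (AT3G46090), a C2H2 zinc finger gene of salt stress, had a log2 fold change of 3.495 (standard error 0.48, adjusted p = 0.00531), and *ZF1* (AT5G67450), a gene of the same class, 2.92 (standard error 0.39, adjusted p = 0.00450). Under drought the transgene lowered *RZPF34*, with a log2 fold change of -0.59 (standard error 0.14, adjusted p = 0.0420), but its adjusted p ran from 0.000786 to 0.146 over the alternatives and was above 0.05 with upper-quartile scaling and without WT-drought replicates 1, 2 or 3 or PHD6-drought replicate 2. *ZAT7* and *ZF1* did not pass with the transgene under drought (adjusted p = 0.698 and adjusted p = 0.866). The difference between the transgene's effects under drought and in watered plants was -1.81 (standard error 0.20, adjusted p = 9.2e-05) for *RZPF34*, -3.28 (standard error 0.63, adjusted p = 0.00559) for *ZAT7* and -3.09 (standard error 0.62, adjusted p = 0.00722) for *ZF1* on the log2 scale. AT1G02610, which encodes a RING/FYVE/PHD zinc finger protein, also rose with the transgene in watered plants, with a log2 fold change of 1.92 (standard error 0.24, adjusted p = 0.00362).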

*AP2/EREBP* and *WRKY* were shown to play key roles in plant abiotic stress responses. *AP2/EREBP* family is a large group of plant-specific transcription factors, and has four major subfamilies, including the *AP2*, *DREB*, *ERF* and *RAV* [39]. Totally 123 putative *AP2/ERF* genes were identified in *M. truncatula* genome. Further analysis showed that cold stress induced a cluster of *DREB* subfamily genes on chromosome 6 indicating the contribution of these genes in response to cold stress [40]. Overexpression of tomato *DREB2* improved salt tolerance in transgenic tomato and Arabidopsis through activation of proline and polyamines biosynthesis and increase of K^+^/Na^+^ ratio [41]. Vitis *CBF1* and *CBF4* transgenic Arabidopsis showed improved cold and drought stress tolerances. Different subsets of stress responsive genes were modulated by *VrCBF1* and *VrCBF4* transgene, indicating that Vitis *CBFs* have different regulons [42]. Additionally, *WRKY* family also plays a crucial role in regulating plant responses to abiotic stresses, including drought, cold, salt and osmotic stresses [43]. Ectopic expression of sunflower *HaWRKY76* increased drought and flood stress tolerances of transgenic Arabidopsis plants [44]. Wheat *TaWRKY1* and *TaWRKY33* conferred drought and heat stress tolerance in Arabidopsis [45]. Mutation of Arabidopsis *WRKY* transcription factor *ABO3* resulted in decreased expression of *ABF2/AREB1*, *RD29A* and *COR47*, indicating the important role of *WRKY* in plant stress responses [46]. Ectopic expression of *MtPHD6* increased the expression of *AP2/EREBP* and *WRKY* transcription factors in Arabidopsis (Fig. 6, Additional file 9: Figure S3). Therefore, *MtPHD6* transgene modulated *AP2*/*EREBP* and *WRKY* transcription factors might contribute to enhanced plant drought tolerance.

## Conclusions

Taken together, *MtPHD6* transgene might activate stress responsive *ZINC FINGER*, *AP2*/*EREBP* and *WRKY* transcription factors through ABA dependent and independent pathways. These transcription factors interact with stress related proteins, regulate other stress responsive genes including *NAC*, *CML*, *RD*, *LEA*, *LTI* and *MPK*, and/or modulate accumulation of osmolites, photosynthesis, and ROS metabolism, resulting in improved plant drought stress tolerance (Fig. 10).

**Fig. 10:**
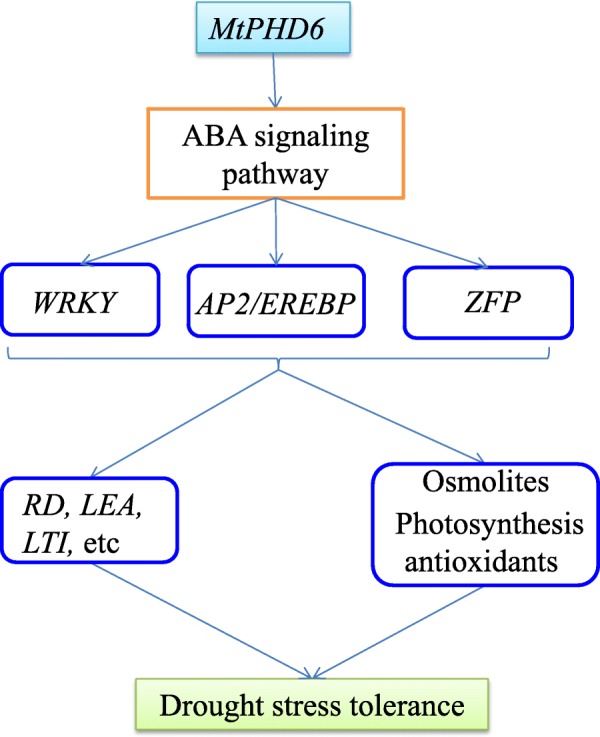
Model depicting roles of *MtPHD6* in response to drought stress

## Methods

### Plant materials and growth conditions

In this study, *M. truncatula* Jemalong A17 and *A. thaliana* Columbia-0 were used and identified by Wuhan Botanic Garden. Seeds of *M. truncatula* Jemalong A17 were provided by Dr. Haiqing Wang from Chinese Academy of Sciences and seeds of *A. thaliana* Columbia-0 were self-propagated in the lab.

After surface-sterilization in 2% NaClO solution for 5 min, Arabidopsis seeds were stratified in deionized water at 4 °C for 3 d in darkness. Then the seeds were sown on full-strength Murashige and Skoog (MS) medium plates (pH 5.7), and were incubated in a growth chamber at 22 °C with 120 μmol m^− 2^ s^− 1^ irradiance, 60% relative humidity, and a light/ dark cycle of 16/8 h. After growth for 7 d, the seedlings, except those used in germination tests, were transferred into soil-filled containers and irrigated with nutrient solution every 3 days.

### Cloning of *MtPHD6* and gene transformation

The full-length coding sequence of *MtPHD6* from *M. truncatula* was isolated by PCR amplification using MtPHD6-F and MtPHD6-R primers with *KpnI* and B*amHI* restriction sites, respectively (Additional file 2: Table S2). Then PCR products were purified and inserted into pCAMBIA1301S vectors to construct recombinant plasmids. The transformed *A. thaliana* plants were generated through introduction of *Agrobacterium tumefaciens* strain GV3101 containing the constructs using the floral lip method [47]. The positive transgenic plants were identified on MS medium with 25 μg ml^− 1^ hygromycin under the same growth condition. T3 homozygous lines were confirmed by PCR analyses and used for following experiments.

### Germination tests and drought treatment

The sensitivity of *MtPHD6*-overexpressing seeds to mannitol was analyzed on MS medium plates at the germination stage. After vernalization, WT and transgenic seeds were sown on MS medium plates supplemented with or without 300 mM mannitol, respectively. It was considered as germinated seeds when radicles fully penetrated the seed coat. Germinated seeds were counted daily for 7 d.

For the 12-day-old soil-grown seedlings, water was withheld for 23 d before rehydration. Leaf samples under control and stress conditions were harvested at 7 d, 14 d and 21 d after drought treatment, respectively. The survival rate was calculated at 2 d after re-watering.

### Analysis of water loss and leaf water content

To analyze water loss under control condition, detached leaves from 21-day-old plants were weighted at 1 h intervals for up to 8 h. The leaf samples at different intervals after drought stress were used for measurement of leaf water content (LWC). Fresh weight (FW) of leaf samples was immediately quantified, and dry weight (DW) was measured after 16 h at 80 °C oven. LWC (%) calculation was made as follows: (FW-DW)/FW × 100 [26].

### Measurement of EL and MDA

EL was measured as described [48]. Briefly, detached leaves were placed in a tube with 15 mL deionized water on a shaker for 6 h. The C_i_ of leaf samples was determined before boiling for 20 min. After boiling and cooling to room temperature, the C_max_ was measured and then the percentage of EL was computed based on the formula of (C_i_/C_max_) × 100.

MDA determination was performed as described [27]. Briefly, 0.3 g leaf samples were ground with liquid nitrogen and 5% trichloroacetic acid (TCA; w/v) was added and mixed with fine leaf powder. Before adding 2 mL of 0.67% thiobarbituric acid (TBA, w/v), the supernatants were centrifuged at 12,000 g for 10 min. The solutions were mixed and boiled for 30 min. After centrifugation and cooling to room temperature, the concentration of MDA was computed according to the absorbance at 450, 532 and 600 nm, respectively.

### Quantification of H_2_O_2_ content and antioxidant enzyme activities

For the assessment of H_2_O_2_ content and antioxidant enzyme activities, the supernatant from fresh leaves was prepared according to Quan et al. [49] and used for the following measurement.

The content of H_2_O_2_ was analyzed using H_2_O_2_ Assay Kit (A064–1-1, Nanjing Jiancheng Bioengineering Institute, China) based on the manufacturer’s instructions. The measurement of POD, CAT and GPX activities was performed with Plant POD Assay Kit (A084–3-1, Nanjing Jiancheng Bioengineering Institute, China), CAT Assay Kit (A007–1-1, Nanjing Jiancheng Bioengineering Institute, China) and GPX Assay Kit (A005–1-2, Nanjing Jiancheng Bioengineering Institute, China), respectively, as the introduction described.

### RNA isolation and quantitative real-time PCR

Leaf samples of WT and *MtPHD6* transgenic lines after 7 d of drought treatment were collected for RNA isolation. Using Trizol reagent (Invitrogen, Carlsbad, CA, USA), total RNA was extracted and then treated by DNase I (Promega, Madison, WI, USA) to remove the contamination of genomic DNA [48, 49]. RNA concentration and purity were measured by the NanoPhotometer® spectrophotometer (IMPLEN, CA, USA). The integrity of RNA was assessed with 1.5% (w/v) agarose gel electrophoresis. Totally 2 μg of above RNA was reverse-transcribed into cDNA using reverse transcriptase (TOYOBO, Ohtsu, Janpan) according to the manufacturer’s instructions.

qRT-PCR was executed by a CFX 96 Real Time System (Bio-Rad, California, USA) with SYBR green fluorescence. The expression levels of genes were standardized with ubiquitin 10 (AtUBQ10, AT4G05320) and calculated by the 2^-ΔΔCT^ method [50]. Gene-specific primer sequences used for qRT-PCR are listed in Additional file 2: Table S2. The experiment had three technical and biological replicates.

### Transcriptomic analysis

RNA-seq analysis was performed by the Novogene Corporation (Beijing, China) as described [27]. Totally 3 μg RNA for each sample was used for preparation of sequencing libraries using NEBNext® UltraTM RNA Library Prep Kit for Illumina®. Index codes were added to attribute sequences and the clustering of index-coded samples was performed on a cBot Cluster Generation System (Illumina). Library preparations were then sequenced on an Illumina Hiseq platform and paired-end reads with 125 bp/150 bp were generated. After removing reads containing poly-N, adapter and low quality reads from raw data, clean data (clean reads) were generated. Paired-end clean reads were aligned to the Arabidopsis genome using Hisat2 v2.0.5. The read numbers mapped to each gene were counted using featureCounts v1.5.0-p3, and the FPKM of each gene was computed according to the length of the gene and read counts mapped to this gene. Differential expression analysis of each treatment versus control was investigated with the DESeq2 R package (1.16.1). There were 12 samples with three biological replicates for each sample. DEGs were selected with a fold change > 2 and *P*-value < 0.05. The RNA-seq data have been submitted to NCBI Gene Expression Omnibus (GEO) with the accession number GSE134945.

### Hierarchical cluster analysis

Cluster 3.0 program (http://bonsai.hgc.jp/~mdehoon/software/cluster/software.htm) was used for hierarchical cluster analysis with uncentered matrix and complete linkage method. The resulting tree figures were displayed with Java Treeview software (http://jtreeview.sourceforge.net/) [51].

### GO term and pathway enrichment analysis

All DEGs from RNA-seq data were annotated using the Classification SuperViewer Tool (http://bar.utoronto.ca/ntools/cgi-bin/ntools_classification_superviewer.cgi) for GO term and pathway enrichment analysis [52]. GO and MapMan were respectively chosen as classification source. The normalized frequency (NF) of each functional category was computed according to the following formula: NF = sample frequency in each sample/background frequency in Arabidopsis genome.

### Transcriptional network analysis

Interaction networks of DEGs were analyzed using STRING database (https://string-db.org/) with high confidence (score > 0.7) [53]. Tab separated values from STRING were then analyzed with Cytoscape software (http://www.cytoscape.org/).

### Statistical analysis

All experiments were repeated three times independently. Leaf samples used in each experiment were collected from 3 containers with at least 15 plants of each container. The results presented were the mean ± SD. The significant differences relative to WT were showed by asterisks above the columns of figures at *P* ≤ 0.05 level using Student’s t-test.

## Supplementary information

**Additional file 1:** **Table S1.** Genbank accession numbers of AL/PHD proteins used for phylogenetic analysis

**Additional file 2:** **Table S2.** Primer sequences used for gene cloning and qRT-PCR experiments

**Additional file 3:** **Table S3.** Spreadsheet of genes changed by drought stress or *MtPHD6* transgene.

**Additional file 4:** **Table S4.** Spreadsheet of genes commonly regulated by *MtPHD6* transgene and drought stress

**Additional file 5:** **Table S5.** Spreadsheet of genes for MapMAN pathway analysis.

**Additional file 6:** **Table S6.** Spreadsheet of specific genes including ABA pathway related genes, zinc finger, AP2/ EREBP and WRKY transcription factors.

**Additional file 7:** **Figure S1.** Correlation expression analysis of selected genes by RNA-seq and qRT-PCR. Totally 11 genes co-regulated by *MtPHD6* transgene and drought treatment were selected for qRT-PCR analysis.

**Additional file 8:** **Figure S2.** GO term enrichment analysis of genes changed by drought or *MtPHD6* transgene in Arabidopsis.

**Additional file 9:** **Figure S3.** Cluster and network analyses of AP2/EREBP and WRKY transcription factors. For cluster analysis, the list of genes were analyzed using Cluster 3.0 and the resulting tree figure was shown by Java Treeview. Network analysis was performed using STRING (https://string-db.org) and Cytoscape 3.7.1. a: Cluster analysis of AP2/EREBP transcription factors affected by *MtPHD6* transgene, drought and ABA. b and c: Networks of AP2/EREBP transcription factors modulated by drought stress (green node and red edge) and *MtPHD6* transgene (red node and green edge), respectively. d: Cluster analysis of WRKY transcription factors affected by *MtPHD6* transgene, drought and ABA. e and f: Networks of WRKY transcription factors modulated by drought stress (green node and red edge) and *MtPHD6* transgene (red node and green edge), respectively. The original data were presented in Additional file 6: Table S6. ABA treatment expression data were downloaded from BAR Expression Browser (http://bar.utoronto.ca/affydb/cgi-bin/affy_db_exprss_browser_in.cgi). The grey color in cluster analysis indicates the genes are missing in BAR database.

## Data Availability

Sequence data from this article can be found in GEO data library (https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE134945. DEGs analysis is included in Additional files 3, 4, 5, 6, 7, 8 and 9.

## References

[1] Schindler U, Beckmann H, Cashmore AR (1993). HAT3.1, a novel *Arabidopsis* homeodomain protein containing a conserved cysteine-rich region. Plant J.

[2] Aasland R, Gibson TJ, Stewart AF (1995). The PHD finger: implications for chromatinmediated transcriptional regulation. Trends Biochem Sci.

[3] Bienz M (2006). The PHD finger, a nuclear protein-interaction domain. Trends Biochem Sci.

[4] Bastola DR, Pethe VV, Winicov I (1998). Alfin1, a novel zinc-finger protein in alfalfa roots that binds to promoter elements in the salt-inducible *MsPRP2* gene. Plant Mol Biol.

[5] Wei W, Huang J, Hao YJ, Zou HF, Wang HW, Zhao JY (2009). Soybean GmPHD-type transcription regulators improve stress tolerance in transgenic Arabidopsis plants. PLoS One.

[6] Chandrika NNP, Sundaravelpandian K, Schmidt W (2013). A PHD in histone language: on the role of histone methylation in plant responses to phosphate deficiency. Plant Signal Behav.

[7] Kayum MA, Park JI, Ahmed NU, Jung HJ, Saha G, Kang JG (2015). Characterization and stress-induced expression analysis of Alfin-like transcription factors in *Brassica rapa*. Mol Gen Genomics.

[8] Sanchez MDLP, Gutierrez C (2009). *Arabidopsis* ORC1 is a PHD containing H3K4me3 effector that regulates transcription. Proc Natl Acad Sci U S A.

[9] Sung S, Schmitz RJ, Amasino RM (2006). A PHD finger protein involved in both the vernalization and photoperiod pathways in *Arabidopsis*. Gene Develop.

[10] Winicov I, Valliyodan B, Xue L, Hoober JK (2004). The *MsPRP2* promoter enables strong heterologous gene expression in a root-specific manner and is enhanced by overexpression of *Alfin 1*. Planta.

[11] Xiong Y, Liu T, Tian C, Sun S, Li J, Chen M (2005). Transcription factors in rice: a genome-wide comparative analysis between monocots and eudicots. Plant Mol Biol.

[12] Zhou W, Wu J, Zheng Q, Jiang Y, Zhang M, Zhu S (2017). Genome-wide identification and comparative analysis of Alfin-like transcription factors in maize. Genes Genom.

[13] Tao JJ, Wei W, Pan WJ, Lu L, Li QT, Ma JB (2018). An *Alfin-like* gene from *Atriplex hortensis* enhances salt and drought tolerance and abscisic acid response in transgenic *Arabidopsis*. Sci Rep.

[14] Qu L, Zhu Y (2006). Transcription factor families in *Arabidopsis*: major progress and outstanding issues for future research. Curr Opin Plant Biol.

[15] Song Y, Gao J, Yang F, Kua CS, Liu J, Cannon CH (2013). Molecular evolutionary analysis of the Alfin-like protein family in *Arabidopsis lyrata*, *Arabidopsis thaliana*, and *Thellungiella halophila*. PLoS One.

[16] Wu T, Pi EX, Tsai SN, Lam HM, Sun SM, Kwan YW (2011). GmPHD5 acts as an important regulator for crosstalk between histone H3K4 di-methylation and H3K14 acetylation in response to salinity stress in soybean. BMC Plant Biol.

[17] Lee WY, Lee D, Chung WI, Kwon CS (2009). *Arabidopsis* ING and Alfin1-like protein families localize to the nucleus and bind to H3K4me3/2 via plant homeodomain fingers. Plant J.

[18] Wei W, Zhang YQ, Tao JJ, Chen HW, Li QT, Zhang WK (2015). The Alfin-like homeodomain finger protein AL5 suppresses multiple negative factors to confer abiotic stress tolerance in *Arabidopsis*. Plant J.

[19] Zhang JY, Broeckling CD, Blancaflor EB, Sledge MK, Summer LW, Wang ZY (2005). Overexpression of *WXP1*, a putative *Medicago truncatula* AP2 domain-containing transcription factor gene, increases cuticular wax accumulation and enhances drought tolerance in transgenic alfalfa (*Medicago sativa*). Plant J.

[20] May GD, Hopkins A, Wang ZY, Mian R, Sledge M, Barker RE (2004). From models to crops: integrated medicago genomics for alfalfa improvement. Molecular breeding of forage and turf. Developments in plant breeding.

[21] Wang ZY, Hopkins A, Mian R (2001). Forage and turf grass biotechnology. Crit Rev Plant Sci.

[22] Yu Y, Bi C, Wang Q, Ni Z (2019). Overexpression of *TaSIM* provides increased drought stress tolerance in transgenic *Arabidopsis*. Biochem Bioph Res Co.

[23] Gou J, Debnath S, Sun L, Flanagan A, Tang Y, Jiang Q (2018). From model to crop: functional characterization of *SPL8* in *M. truncatula* led to genetic improvement of biomass yield and abiotic stress tolerance in alfalfa. Plant Biotech J.

[24] Winicov I, Bastola DR (1999). Transgenic overexpression of the transcription factor *Alfin 1* enhances expression of the endogenous *MsPRP2* gene in alfalfa and improves salinity tolerance of the plants. Plant Physiol.

[25] Medina J, Catalá R, Salinas J (2011). The *CBFs*: three Arabidopsis transcription factors to cold acclimate. Plant Sci.

[26] Shi H, Wang X, Ye T, Chen F, Deng J, Yang P (2014). The cysteine2/histidine2-type transcription factor *ZINC FINGER OF ARABIDOPSIS THALIANA6* modulates biotic and abiotic stress responses by activating salicylic acid-related genes and *C-REPEAT-BINDING FACTOR* genes in *Arabidopsis*. Plant Physiol.

[27] Yin M, Wang Y, Zhang L, Li J, Quan W, Yang L (2017). The *Arabidopsis* Cys2/His2 zinc-finger transcription factor *ZAT18* is a positive regulator of plant tolerance to drought stress. J Exp Bot.

[28] Zhu JK (2002). Salt and drought stress signal transduction in plants. Annu Rev Plant Biol.

[29] Lei Y, Xu Y, Hettenhausen C, Lu C, Shen G, Zhang C (2018). Comparative analysis of alfalfa (*Medicago sativa* L.) leaf transcriptomes reveals genotype-specific salt tolerance mechanisms. BMC Plant Biol.

[30] Zhao Y, Chan Z, Gao J, Xing L, Cao M, Yu C (2016). The ABA receptor PYL9 promotes drought resistance and leaf senescence. Proc Natl Acad Sci U S A.

[31] Kodaira KS, Qin F, Tran LSP, Maruyama K, Kidokoro S, Fujita Y (2011). Arabidopsis Cys2/His2 zinc-finger proteins AZF1 and AZF2 negatively regulate abscisic acid repressive and auxin-inducible genes under abiotic stress conditions. Plant Physiol.

[32] Ma Q, Dai X, Xu Y, Guo J, Liu Y, Chen N (2009). Enhanced tolerance to chilling stress in *OsMYB3R-2* transgenic rice is mediated by alteration in cell cycle and ectopic expression of stress genes. Plant Physiol.

[33] Xie Y, Chen P, Yan Y, Bao C, Li X, Wang L (2018). An atypical R2R3 *MYB* transcription factor increases cold hardiness by *CBF*-dependent and *CBF*-independent pathways in apple. New Phytol.

[34] Mouriz A, López-González L, Jarillo JA, Piñeiro M (2015). PHDs govern plant development. Plant Signal Behav.

[35] Sun M, Jia B, Yang J, Cui N, Zhu Y, Sun X (2017). Genome-wide identification of the PHD-finger family genes and their responses to environmental stresses in *Oryza sativa* L. Int J Mol Sci.

[36] Kim SH, Hong JK, Lee SC, Sohn KH, Jung HW, Hwang BK (2004). *CAZFP1*, Cys_2_/His_2_-type zinc-finger transcription factor gene functions as a pathogen-induced early-defense gene in *Capsicum annuum*. Plant Mol Biol.

[37] Ciftci-Yilmaz S, Morsy MR, Song L, Coutu A, Krizek BA, Lewis MW (2007). The EAR-motif of the Cys2/His2-type zinc finger protein Zat7 plays a key role in the defense response of *Arabidopsis* to salinity stress. J Biol Chem.

[38] Luo X, Bai X, Zhu D, Li Y, Ji W, Cai H (2012). *GsZFP1*, a new Cys_2_/His_2_-type zinc-finger protein, is a positive regulator of plant tolerance to cold and drought stress. Planta.

[39] Mizoi J, Shinozaki K, Yamaguchi-Shinozaki K (2012). AP2/ERF family transcription factors in plant abiotic stress responses. BBA-Gene Regul Mech.

[40] Shu Y, Liu Y, Zhang J, Song L, Guo C (2016). Genome-wide analysis of the AP2/ERF superfamily genes and their responses to abiotic stress in *Medicago truncatula*. Front Plant Sci.

[41] Hichri I, Muhovski Y, Clippe A, Žižková E, Dobrev PI, Motyka V (2016). *SlDREB2*, a tomato dehydration-responsive element-binding 2 transcription factor, mediates salt stress tolerance in tomato and Arabidopsis. Plant Cell Environ.

[42] Siddiqua M, Nassuth A (2011). Vitis *CBF1* and Vitis *CBF4* differ in their effect on Arabidopsis abiotic stress tolerance, development and gene expression. Plant Cell Environ.

[43] Tripathi P, Rabara RC, Rushton PJ (2014). A systems biology perspective on the role of WRKY transcription factors in drought responses in plants. Planta.

[44] Raineri J, Ribichich KF, Chan RL (2015). The sunflower transcription factor *HaWRKY76* confers drought and flood tolerance to *Arabidopsis thaliana* plants without yield penalty. Plant Cell Rep.

[45] He GH, Xu JY, Wang YX, Guo W, Zhang X (2006). Drought-responsive WRKY transcription factor genes *TaWRKY1* and *TaWRKY33* from wheat confer drought and/or heat resistance in Arabidopsis. BMC Plant Biol.

[46] Ren X, Chen Z, Liu Y, Zhang H, Zhang M, Liu Q (2010). *ABO3*, a WRKY transcription factor, mediates plant responses to abscisic acid and drought tolerance in Arabidopsis. Plant J.

[47] Clough SJ, Bent AF (1998). Floral dip: a simplified method for agrobacterium-mediated transformation of Arabidopsis thaliana. Plant J.

[48] Quan W, Liu X, Wang H, Chan Z (2016). Comparative physiological and transcriptional analyses of two contrasting drought tolerant alfalfa varieties. Front Plant Sci.

[49] Quan W, Liu X, Wang H, Chan Z (2016). Physiological and transcriptional responses of contrasting alfalfa (*Medicago sativa* L.) varieties to salt stress. Plant cell tissue organ. Cult.

[50] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time itative PCR and the 2^− ΔΔCT^ method. Methods.

[51] Chan Z, Bigelow PJ, Loescher W, Grumet R (2012). Comparison of salt stress resistance genes in transgenic *Arabidopsis thaliana* indicates that extent of transcriptomic change may not predict secondary phenotypic or fitness effects. Plant Biotech J.

[52] Provart NJ, Zhu T (2003). A browser-based functional classification superviewer for *Arabidopsis* genomics. Curr Comput Mol Biol.

[53] Szklarczyk D, Morris JH, Cook H, Kuhn M, Wyder S, Simonovic M (2017). The STRING database in 2017: quality-controlled protein-protein association networks, made broadly accessible. Nucleic Acids Res.

# Supplementary material for: Ectopic expression of Medicago truncatula homeodomain finger protein, MtPHD6, enhances drought tolerance in Arabidopsis
**Source:** BMC Genomics. 2019 Dec 16;20:982. doi: 10.1186/s12864-019-6350-5
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Genbank accession numbers of AL/PHD proteins used for phylogenetic analysis

## Slide 1

| Protein | Accession number |
| --- | --- |
| MtPHD1 | ABJ99759.1 |
| MtPHD3 | ABJ99760.1 |
| MtPHD4 | ABJ99761.1 |
| MtPHD5 | ABJ99762.1 |
| MtPHD6 | ABJ99763.1 |
| Alfin1 | AAA20093.2 |
| GmPHD1 | NP\_001237921.1 |
| GmPHD2 | ABI97241.1 |
| GmPHD3 | ABI97242.1 |
| GmPHD4 | ABI97243.1 |
| GmPHD5 | NP\_001237885.2 |
| GmPHD6 | ABI97245.1 |
| AtAL1 | NP\_196180.1 |
| AtAL2 | NP\_187729.1 |
| AtAL3 | NP\_189865.1 |
| AtAL4 | NP\_197993.1 |
| AtAL5 | NP\_197551.2 |
| AtAL6 | NP\_178351.1 |
| AtAL7 | NP\_172903.1 |
Table S1: Genbank accession numbers of PHD proteins used for phylogenetic analysis.

# Supplementary material for: Ectopic expression of Medicago truncatula homeodomain finger protein, MtPHD6, enhances drought tolerance in Arabidopsis
**Source:** BMC Genomics. 2019 Dec 16;20:982. doi: 10.1186/s12864-019-6350-5
**Supplement:** Supplementary file 2 — Additional file 2: Table S2. Primer sequences used for gene cloning and qRT-PCR experiments

## Slide 1

| Primer | Sequence (5’-3’) |
| --- | --- |
| MtPHD6 (KpnI-F) -PCR | GGGGTACCATGGAACTTGCTGGTGATG |
| MtPHD6 (BamHI-R) -PCR | CGGGATCCTCAAGGCCGGACTCTCNTATTG |
| MtPHD6 (F) -qRT-PCR | AAGCCATCTGTCTCAAGTCAC |
| MtPHD6 (R) -qRT-PCR | TTGCCAGTTCAGATCCACG |
| CRK7 (F)-qRT-PCR | AGATGACGCACAGGACTTG |
| CRK7 (R)-qRT-PCR | ATCGAACCACTTCACTCTTCC |
| GSTU1 (F)-qRT-PCR | AATACATCGATCAGACGTGGAAG |
| GSTU1 (R)-qRT-PCR | TCTCTGCTTTTACAAGGGACC |
| VSR6 (F)-qRT-PCR | CTTTCAAACCCAAATTCCCTCG |
| VSR6 (R)-qRT-PCR | ATGGCTCATCGACGTTATCAG |
| BG3 (F)-qRT-PCR | TCCAGTTTCTTAGCCTCATTACC |
| BG3 (R)-qRT-PCR | TTCCATTTCTCCCGTAGCAC |
| AT1G13470 (F)-qRT-PCR | CCTGTCGTTTTCATTCCTGTTC |
| AT1G13470 (R)-qRT-PCR | TCTTCCTCTTTCGCATTAGCC |
| RNI (F)-qRT-PCR | TTCGGATCAGGCATTGTACAG |
| RNI (R)-qRT-PCR | TCTCCATTGACGCATCTGTAAC |
| PCR1 (F)-qRT-PCR | AGGAGATGGTTGTACTGATTGC |
| PCR1 (R)-qRT-PCR | TGTTTCTCTGCGTTCCCTG |
| AT4G34380 (F)-qRT-PCR | GAATTTGAAGGAACACGCTGG |
| AT4G34380 (R)-qRT-PCR | ACCCGCTTATGTTTTCCTGG |
| AT4G18250 (F)-qRT-PCR | GCTTGCCCATCCGCTTATAG |
| AT4G18250 (R)-qRT-PCR | GTTTTGGTTGTGGTAGTTGAGC |
| AT5G59680 (F)-qRT-PCR | CTTGCTGATTTTGGGCTCTC |
| AT5G59680 (R)-qRT-PCR | TCACTCAACCGACTTGTATGG |
| AT2G04515 (F)-qRT-PCR | TCAACAAAGACTCCATTTGCTTG |
| AT2G04515 (R)-qRT-PCR | GGAGTCAGAATTCCCATGGA |
| AtUBQ10 (F)-qRT-PCR | TCCGGATCAGCAGAGGCTTA |
| AtUBQ10 (R)-qRT-PCR | TCAGAACTCTCCACCTCAAG |
Table S2: Primer sequences used for gene cloning and realtime qRT-PCR experiments

# Supplementary material for: Ectopic expression of Medicago truncatula homeodomain finger protein, MtPHD6, enhances drought tolerance in Arabidopsis
**Source:** BMC Genomics. 2019 Dec 16;20:982. doi: 10.1186/s12864-019-6350-5
**Supplement:** Supplementary file 7 — Additional file 7: Figure S1. Correlation expression analysis of selected genes by RNA-seq and qRT-PCR. Totally 11 genes co-regulated by MtPHD6 transgene and drought treatment were selected for qRT-PCR analysis.

## Slide 1

PHD6-control vs. WT-control
PHD6-drought
vs. WT-drought
PHD6-drought
vs. PHD6-control
WT-drought
 vs. WT-control
### Chart
| Category | RNA-seq data | real-time PCR |
|---|---|---|
| | 2.1547054899852367 | 1.138235092163086 |
| | 1.73074102063973 | 1.2602965037028007 |
| | 1.6493400669978904 | 1.8524869283040475 |
| | 1.63535385158063 | 1.1709060668945321 |
| | 1.4263363159919678 | 1.5139369964599452 |
| | 1.4172919628481098 | 1.361886342366537 |
| | 1.33927382561114 | 1.9235267639160165 |
| | 1.31038440775135 | 1.7510058085123699 |
| | 1.10721761110148 | 1.693761825561524 |
| | -1.6610463477940098 | -1.3075962066650286 |
| | 1.563476548603 | 1.6840820312500244 |
### Chart
| Category | RNA-seq data | real-time PCR |
|---|---|---|
| | 1.0356767556379245 | 0.4326903025309239 |
| | 1.02360516834102 | 0.4391568501790359 |
| | 1.08856802599935 | 0.668031056722011 |
| | 1.0398215751938698 | 0.673838297526049 |
| | 1.0271679398771 | 0.5074272155761727 |
| | 1.04338682060763 | 0.6587034861246843 |
| | 1.1589098158153999 | 0.6871808369954436 |
| | 1.27264858907509 | 1.1211477915445967 |
| | 1.06713800945083 | 0.7423464457194004 |
| | -1.1366650782160101 | -1.1255970001220699 |
| | 1.1183755381628604 | 0.5295931498209521 |
### Chart
| Category | RNA-seq data | real-time PCR |
|---|---|---|
| | 2.34086486523613 | 1.7458184560139978 |
| | 1.84817774610734 | 1.4306424458821598 |
| | 2.077121885587786 | 1.7221043904622289 |
| | 1.6734468452146398 | 1.1974493662516281 |
| | 1.90086894215082 | 1.29405148824056 |
| | 1.6032324908429698 | 0.9437745412190801 |
| | 2.3198516633744033 | 1.5669937133789058 |
| | 2.681439268680609 | 2.033501942952515 |
| | 1.6799697164510499 | 0.9973551432291661 |
| | -1.14156708432868 | -1.3703695933024078 |
| | 2.5401130792570012 | 1.607373555501302 |
### Chart
| Category | RNA-seq data | real-time PCR |
|---|---|---|
| | 3.4507129896814077 | 2.45136324564616 |
| | 2.5488198361001877 | 2.2517820994059257 |
| | 2.6158261608158377 | 2.9065602620442714 |
| | 2.26211069176686 | 1.6945171356201327 |
| | 2.294077008016586 | 2.300561269124349 |
| | 1.9691544191997 | 1.6469573974609375 |
| | 2.4900193806702777 | 2.8033396402994812 |
| | 2.70648764373457 | 2.663359959920247 |
| | 1.7111652142172795 | 1.94877052307131 |
| | -1.66787594106593 | -1.552368799845377 |
| | 2.96875928857484 | 2.761862436930339 |AT4G23150_CRK7
AT2G29490_GSTU1
AT1G30900_VSR6
AT3G57240_BG3
AT1G13470
AT4G30640_RNI
AT1G14880_PCR1
AT4G34380
AT4G18250
AT5G59680
AT2G04515
real-time PCR
RNA-seq data
Log2 fold change
FIGURE S1

# Supplementary material for: Ectopic expression of Medicago truncatula homeodomain finger protein, MtPHD6, enhances drought tolerance in Arabidopsis
**Source:** BMC Genomics. 2019 Dec 16;20:982. doi: 10.1186/s12864-019-6350-5
**Supplement:** Supplementary file 8 — Additional file 8: Figure S2. GO term enrichment analysis of genes changed by drought or MtPHD6 transgene in Arabidopsis.

## Slide 1

C
A
Cellular component
### Chart
| Category | PHD6-control vs. WT-control | PHD6-drought vs. WT-drought | PHD6-drought vs. PHD6-control | WT-drought vs. WT-control |
|---|---|---|---|---|
| response to stress | 2.46 | 1.46 | 1.9200000000000021 | 2.16 |
| signal transduction | 2.3899999999999997 | 1.8900000000000001 | 1.76 | 2.02 |
| response to abiotic or biotic stimulus | 2.23 | 1.46 | 1.77 | 2.03 |
| other biological processes | 1.7 | 1.3900000000000001 | 1.3900000000000001 | 1.6500000000000001 |
| transcription,DNA-dependent | 1.46 | 1.44 | 1.06 | 1.1 |
| developmental processes | 1.1399999999999941 | 0.91 | 0.9600000000000006 | 1.1599999999999941 |
| other cellular processes | 1.09 | 0.9400000000000006 | 0.9700000000000006 | 1.05 |
| other metabolic processes | 1.07 | 1.08 | 1.04 | 1.07 |
| protein metabolism | 0.93 | 0.760000000000003 | 0.92 | 0.7400000000000027 |
| cell organization and biogenesis | 0.8600000000000007 | 0.68 | 0.6900000000000006 | 0.92 |
| unknown biological processes | 0.8200000000000006 | 0.78 | 0.79 | 0.6900000000000006 |
| transport | 0.7000000000000006 | 0.68 | 0.9600000000000006 | 1.1700000000000021 |
| electron transport or energy pathways | 0.22 | 0.25 | 0.4200000000000003 | 0.19 |
| DNA or RNA metabolism | 0.14 | 0.3000000000000003 | 0.08000000000000004 | 0.12000000000000002 |Biological process
### Chart
| Category | PHD6-control vs. WT-control | PHD6-drought vs. WT-drought | PHD6-drought vs. PHD6-control | WT-drought vs. WT-control |
|---|---|---|---|---|
| cell wall | 2.4699999999999998 | 2.4499999999999997 | 1.75 | 2.19 |
| plasma membrane | 1.57 | 1.52 | 1.49 | 1.6800000000000053 |
| extracellular | 1.3900000000000001 | 1.77 | 1.48 | 1.5 |
| Golgi apparatus | 1.35 | 0.6200000000000027 | 0.93 | 1.1 |
| other cellular components | 1.29 | 0.9 | 0.88 | 1.25 |
| other membranes | 1.23 | 1.23 | 1.31 | 1.33 |
| ER | 1.04 | 1.04 | 0.88 | 1.23 |
| nucleus | 0.99 | 1.0 | 0.9 | 0.91 |
| other cytoplasmic components | 0.760000000000003 | 0.6600000000000034 | 0.8200000000000006 | 0.9 |
| chloroplast | 0.68 | 0.59 | 0.630000000000003 | 0.7200000000000006 |
| mitochondria | 0.640000000000003 | 0.4800000000000003 | 0.6500000000000031 | 0.6100000000000007 |
| unknown cellular components | 0.59 | 0.53 | 0.760000000000003 | 0.52 |
| other intracellular components | 0.56 | 0.4300000000000004 | 0.55 | 0.6600000000000034 |
| cytosol | 0.54 | 0.59 | 0.630000000000003 | 0.7100000000000006 |
| plastid | 0.16 | 0.2900000000000003 | 0.3600000000000003 | 0.3600000000000003 |
| ribosome | None | None | 0.15000000000000024 | 0.04000000000000002 |B
Molecular function
### Chart
| Category | PHD6-control vs. WT-control | PHD6-drought vs. WT-drought | PHD6-drought vs. PHD6-control | WT-drought vs. WT-control |
|---|---|---|---|---|
| receptor binding or activity | 1.9500000000000062 | 0.660000000000004 | 0.8300000000000006 | 2.07 |
| transcription factor activity | 1.8900000000000001 | 1.62 | 1.34 | 1.41 |
| kinase activity | 1.78 | 2.08 | 1.8 | 1.72 |
| transferase activity | 1.37 | 1.45 | 1.3800000000000001 | 1.3900000000000001 |
| nucleotide binding | 1.29 | 1.1900000000000062 | 1.1 | 1.21 |
| protein binding | 1.26 | 1.35 | 0.9400000000000006 | 1.1 |
| other binding | 1.12 | 0.9700000000000006 | 1.06 | 1.149999999999993 |
| other molecular functions | 1.08 | 1.25 | 1.11 | 1.0 |
| other enzyme activity | 1.07 | 1.06 | 1.1800000000000062 | 1.12 |
| unknown molecular functions | 0.9500000000000006 | 0.8700000000000031 | 0.89 | 0.8200000000000006 |
| hydrolase activity | 0.93 | 0.9500000000000006 | 0.99 | 0.98 |
| transporter activity | 0.8500000000000006 | 1.0 | 1.22 | 1.37 |
| DNA or RNA binding | 0.81 | 0.7300000000000006 | 0.6300000000000034 | 0.6500000000000037 |
| nucleic acid binding | 0.5800000000000001 | 0.8700000000000031 | 0.4900000000000003 | 0.4200000000000003 |
| structural molecule activity | 0.08000000000000004 | 0.17 | 0.19 | 0.4100000000000003 |FIGURE S2

# Supplementary material for: Ectopic expression of Medicago truncatula homeodomain finger protein, MtPHD6, enhances drought tolerance in Arabidopsis
**Source:** BMC Genomics. 2019 Dec 16;20:982. doi: 10.1186/s12864-019-6350-5
**Supplement:** Supplementary file 9 — Additional file 9: Figure S3. Cluster and network analyses of AP2/EREBP and WRKY transcription factors. For cluster analysis, the list of genes were analyzed using Cluster 3.0 and the resulting tree figure was shown by Java Treeview. Network analysis was performed using STRING (https://string-db.org) and Cytoscape 3.7.1. a: Cluster analysis of AP2/EREBP transcription factors affected by MtPHD6 transgene, drought and ABA. b and c: Networks of AP2/EREBP transcription factors modulated by drought stress (green node and red edge) and MtPHD6 transgene (red node and green edge), respectively. d: Cluster analysis of WRKY transcription factors affected by MtPHD6 transgene, drought and ABA. e and f: Networks of WRKY transcription factors modulated by drought stress (green node and red edge) and MtPHD6 transgene (red node and green edge), respectively. The original data were presented in Additional file 6: Table S6. ABA treatment expression data were downloaded from BAR Expression Browser (http://bar.utoronto.ca/affydb/cgi-bin/affy_db_exprss_browser_in.cgi). The grey color in cluster analysis indicates the genes are missing in BAR database.

## Slide 1

a
d
b
Drought vs. control
e
Drought vs. control
Cluster 1
WRKY40
WRKY33
ERF11
ERF6
ERF-1
WRKY53
WRKY46
ERF5
ERF104
WRKY18
WRKY25
ERF2
ERF13
DREB26
CBF2
Cluster 2
Cluster 3
MtPHD6 vs. WT
MtPHD6 vs. WT
c
f
Cluster 4
WRKY40
ERF11
WRKY33
ERF6
WRKY46
ERF-1
WRKY25
WRKY53
WRKY18
ERF104
ERF2
CBF1
CBF2
DREB26
DREB1A
Cluster 5
FIGURE S3

How the deposited data were processed for this re-analysis (not part of the article)

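The values are raw read counts per gene that the authors deposited, made with HISAT2 2.0.5 and featureCounts 1.5.0-p3 on 12 libraries. Nothing was normalized by the authors in these values. The table held 38082 entries, of which 2021 carried no gene name and were left out of library sizes and tests. They held 0.387 to 0.463% of the counts of a library. All 36061 named genes are in the TAIR10.1 annotation, 54 of them encoded in organelles. The paper's text gives 7 d of drought and the sample records 10 days, and the paper's was used. The transgenic line of each library is not known. The paper and the sample records do not say that replicate numbers pair the samples, and the tests use no block. From the data, WT-drought and WT-control libraries of the same number deviated together from their group means (r = 0.348, 0.148 and 0.142, each library highest with its own number). The numbers may thus pair the samples of that comparison, but this is not shown. Libraries of different numbers reached higher values elsewhere, with r = 0.400 between WT-control replicate 3 and PHD6-control replicate 2. For drought in WT plants a result with replicate numbers as a block is given where it changes a call.

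Each comparison was tested on its 6 libraries in R 4.3.3 with edgeR 4.0.16, by TMM normalization, a quasi-likelihood fit and its F-test. The filter on low counts kept genes by filterByExpr with a minimum count of 10 over the 4 groups, which left 19681 genes. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. The study's thresholds, a fold change over 2 and an unadjusted p under 0.05, were applied to the same fits. The interaction of genotype and drought was tested over all 12 libraries. Standard errors are those of the fitted log2 fold changes. Groups did not overlap for 981 of 981 called genes in PHD6-control vs. WT-control, 1286 of 1286 in PHD6-drought vs. WT-drought, 3811 of 3819 in WT-drought vs. WT-control and 4338 of 4363 in PHD6-drought vs. PHD6-control. Among all genes tested 24.4, 28.45, 37.6 and 41.2% had such groups in these comparisons, in the same order, where chance gives 10%.

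The alternatives were DESeq2's size factors in edgeR, upper-quartile scaling, DESeq2 1.42.0, no filter on low counts, at least 1 CPM in all 12 libraries, all 12 libraries fitted together, replicate numbers as a block, organelle genes left out, and each library left out in turn. Lists were tested by the number of members called, over all genes and over the list alone, by camera in limma 3.58.1 with a preset correlation of 0.01 and with an estimated one, and by fry.

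Genes are named by a rule. It takes the genes that the paper names in its RNA-seq results and the 11 genes measured by qRT-PCR, the 8 largest rises and 4 largest falls of a comparison among called genes with a mean of at least 5 CPM in one group and no overlap between groups, and up to 4 members of each list with the smallest p. Of the lists, 32 were written by hand and 15 were taken from gene symbols and descriptions. Values in the paper's tables had been seen by then, among them those of *DIN10*, *STP1*, *LTI78* and *HAI1* and all of Table S6, and the lists of sugar starvation, salicylic acid defence and flower genes were drawn up with such values in view. The lists of Table S6 and of the qRT-PCR genes were chosen by the study on these samples. The zinc deficiency list was written after values of 5 of its members had been seen. Family lists rest on name patterns, which also take in some unrelated genes, in the ribosomal protein list, in the cysteine-rich receptor kinase list and in the heat shock protein list, where *HSPRO2*, a defence gene, falls. A result on 1 further gene is not reported here.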

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

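The tests of time of day, of the transgene's effect under drought, of handling and of PHD6-control replicate 3 were chosen after the results were seen, while the counts over other splits of the libraries were planned.

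The drought response differed between the genotypes by the interaction test, with a larger log2 fold change in *MtPHD6* plants for 271 genes and a smaller one for 1102. Of 100 regroupings of the 12 libraries, 4 called as many genes, the real one included. Regrouping does not hold the effects of drought and genotype fixed, so it does not test the interaction and chance cannot be excluded by it. The highest other regrouping called 3612, more than the real 1373. A smaller value was found for 10 of 22 touch response genes, 14 of 24 sugar starvation genes and 17 of 40 xyloglucan transferase and expansin genes.

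Touch response genes were higher in PHD6-control than in WT-control. The tables argue against a transgene effect that is the same under drought, where the list's median log2 fold change was -0.02365 (mean -0.31, standard error 0.236) and the interaction had a fry p of 0.000298 and a camera adjusted p of 3.4e-11, or 0.271 with an estimated correlation. A harvest at another time of day stays open. The clock genes stood at percentile 39.0 of random lists of like expression (median absolute log2 fold change of 0.114, random 0.124 with a 95th percentile of 0.196). The bound set against that explanation, the 50th percentile, was wrong because it lies inside the spread of random lists, and the shift that another hour would bring was not measured. Of the clock genes, 0 of 20 passed with edgeR (0 higher and 1 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, 0 and 0 with DESeq2). Handling of the leaves cannot be told apart from genotype, as it may have gone with the group. Within groups the list's range reached percentile 100.0 of random lists, but 10, 6, 11 and 11 of 16 other lists also passed the 95th percentile in the 4 groups, so that test decides nothing.

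PHD6-control replicate 3 lay near the drought libraries. RNA of drought plants in it should bring the zinc deficiency genes about as large a share of the way to PHD6-drought as the salicylic acid genes. The values did not show this. The 8 zinc deficiency genes stood -1.67% of the way to PHD6-drought, which argues against it for those genes. The salicylic acid genes stood 59.1% of the way, and all 2406 genes higher with drought in WT plants 65.0%. The move was thus not limited to defence genes. A defence response in its plants cannot be told apart from other causes: the salicylic acid list was 0.84 log2 units above replicates 1 and 2, short of the bound of 1 unit set for it.

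Sugar starvation genes were higher with drought in WT plants. A harvest at another time of day cannot be told apart, because the clock genes, at percentile 32.0, lay inside the spread of random lists (median absolute log2 fold change of 0.155, random 0.178 with a 95th percentile of 0.278). Of the clock genes, 3 of 20 fell (2 when adjusted over the list alone, 0 without WT-drought replicate 2) with drought in WT plants. No biological explanation was tested.

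Of 8 zinc deficiency response genes tested, 7 were higher with drought in WT plants and 7 in *MtPHD6* plants. The paper does not discuss these genes. Values of 5 of them had been seen to rise before the list was written, so the counts are not evidence for the list.

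The 6 libraries of a comparison allow 10 splits, too few for a share under 0.05, and 1 split, the real one, was the highest for each count. Genes called numbered 981 in the real split and at most 5 in another for the transgene in watered plants, 1286 in the real split and at most 1 in another for it under drought, 3819 in the real split and at most 0 in another for drought in WT plants and 4363 in the real split and at most 0 in another for drought in *MtPHD6* plants. Genes past the study's thresholds numbered 684 in the real split and at most 236 in another, 337 in the real split and at most 168 in another, 1228 in the real split and at most 154 in another and 1102 in the real split and at most 216 in another, in that order.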

How the results depend on the processing

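No called gene among those named reversed under an alternative. Counts of called genes moved more than 1.5 times under these settings, and the cause was not tested. With all 12 libraries fitted together, the transgene in watered plants had 1262 genes higher and 336 lower, and under drought 300 higher. With upper-quartile scaling 220 were lower with the transgene in watered plants and 2292 lower with drought in WT plants. With DESeq2 264 were lower with the transgene in watered plants and 832 higher under drought. Without the filter on low counts, 160 passed the study's thresholds as lower with the transgene in watered plants and 291 as higher under drought.

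With at least 1 CPM in all 12 libraries fewer genes are tested. Past the study's thresholds were then 400 higher and 30 lower genes for the transgene in watered plants, 36 and 70 for it under drought, 565 and 126 for drought in WT plants, 292 and 283 for drought in *MtPHD6* plants, and 1047 in any comparison. Shared higher and lower genes were 197 and 37 for both droughts, 283 and 15 for the transgene in watered plants and drought in WT plants, and 32 and 59 for the transgene under drought and drought in *MtPHD6* plants.

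Over the lists written by hand, the transgene in watered plants had 10 genes lower with DESeq2. Under drought it had 49 higher and 76 lower with DESeq2, 50 higher without the filter and 12 higher with all 12 libraries fitted together.

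Outside drought in WT plants, same-numbered libraries did not all correlate above 0.1 after removal of group means. This held for 0 of 3 pairs for the transgene in watered plants, 0 for it under drought and 2 for drought in *MtPHD6* plants, so the numbers are not taken to pair those. With them as a block 622 genes were higher and 96 lower for the transgene in watered plants, and 434 and 458 under drought, where 26 list genes were lower. For drought in WT plants it gave 2584 higher and 1636 lower. Beyond the changes given beside genes and lists, it moved no list count named for that comparison more than 1.5 times.

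Leaving out 1 library at a time, genes called numbered 446 to 742 higher and 55 to 142 lower for the transgene in watered plants, 68 to 1557 higher and 181 to 1218 lower for it under drought, 1595 to 2627 higher and 658 to 2361 lower for drought in WT plants, 709 to 2313 higher and 1268 to 2565 lower for drought in *MtPHD6* plants. Past the study's thresholds they numbered 458 to 722 higher and 69 to 147 lower for the transgene in watered plants, 144 to 254 higher and 91 to 198 lower for it under drought, 848 to 1065 higher and 247 to 306 lower for drought in WT plants, 512 to 906 higher and 399 to 526 lower for drought in *MtPHD6* plants. The interaction ranged over 142 to 324 larger and 846 to 1145 smaller. Shared genes numbered 321 to 504 higher and 60 to 101 lower for both droughts, 298 to 529 and 26 to 69 for the transgene in watered plants and drought in WT plants, and 73 to 205 and 62 to 136 for the transgene under drought and drought in *MtPHD6* plants. Genes past the thresholds in any comparison numbered 1871 to 2150. Genes of the lists written by hand numbered 50 to 76 higher and 2 to 5 lower for the transgene in watered plants, 4 to 78 higher and 12 to 61 lower for it under drought, 116 to 151 higher and 23 to 114 lower for drought in WT plants, 37 to 92 higher and 76 to 133 lower for drought in *MtPHD6* plants.

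Of named genes called, 24 of 79 lost the call without some library for the transgene in watered plants, 77 of 100 for it under drought, 30 of 142 for drought in WT plants and 36 of 153 for drought in *MtPHD6* plants. Depth limits genes of low counts such as *BBX31*, which the filter leaves out.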

Differences from the paper's values

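A count was taken to differ from the paper's if one was more than 1.5 times the other, and a log2 fold change of its supplement if the sign differed or the distance was more than 1 standard error. By these bounds none of 14 counts in its text and 48 values of its supplement differed in the main test. With at least 1 CPM required in all 12 libraries, all 14 counts differed. Without WT-control replicate 1, 13 values of the supplement differed and 33 did not. The counts were not equal: the paper's 2044 genes in any comparison were 1937 here, its 683 genes raised by drought in *MtPHD6* plants 643 and its 70 shared falls 79.

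Some gene calls differ. For 138 genes of Table S6 the sign of the log2 fold change was compared with the paper's. It was the same for 137 with the transgene in watered plants and for 138 in each other comparison. Where DESeq2 alone called a gene, its share of false calls in the simulations was higher than that of edgeR. Calls here are at an adjusted p under 0.05, while the paper's thresholds are a fold change over 2 and an unadjusted p under 0.05. The paper has *ABA1* and *ABA2* lowered by drought. In WT plants *ABA1* had a log2 fold change of -0.01 (adjusted p = 0.979) and *ABA2* of -0.32 (adjusted p = 0.285), called only without WT-control replicate 2, over an adjusted p from 0.0497 to 0.656. In *MtPHD6* plants *ABA1* was called lower (adjusted p = 0.0295, from 0.00356 to 0.0793 over the alternatives), in the direction of the paper, but not without PHD6-control replicates 1, 2 or 3 or PHD6-drought replicate 3. It has *HAI1* lowered by drought, which was not called here in WT plants (adjusted p = 0.0742, from 0.00410 to 0.215 over the alternatives). DESeq2, no filter on low counts, all 12 libraries fitted together, the replicate block and leaving out WT-control replicate 3 call it, and it passes the paper's thresholds (unadjusted p = 0.0169).

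It has *PYL4* and *PYL6* raised by the transgene. *PYL4* was not called (adjusted p = 0.0666, from 0.00262 to 0.155 over the alternatives), but is called by DESeq2, without the filter, with all 12 libraries fitted together and with the replicate block. *PYL6* was not called under any alternative run (adjusted p = 0.170, from 0.0606 to 0.502), while *PYL5* was called (adjusted p = 0.00445). It has *CYP707A1* raised by the transgene, called by DESeq2 and not by edgeR (adjusted p = 0.0955, from 0.0170 to 0.304 over the alternatives), while *CYP707A3* was called (adjusted p = 0.00313). *PYL4*, *PYL6* and *CYP707A1* pass the paper's unadjusted p (unadjusted p = 0.00394, 0.0192 and 0.00728) and, at the log2 fold changes found here, not its fold change. It has plastocyanin raised by the transgene, and neither *PETE1* (adjusted p = 0.334) nor *PETE2* (adjusted p = 0.944) was called in watered plants under any alternative run. It has *BBX31* lowered by drought and the transgene, and without the filter edgeR called it for drought in WT plants and not for the transgene.

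It has many TCA cycle genes raised by drought, from WT plants. Of 48 tested, 5 rose and 2 fell there at an adjusted p under 0.05. The paper's figure colours genes by the direction of change and states no threshold, so the measures are unlike. It has fewer genes changed by drought in *MtPHD6* than in WT plants, which held at its thresholds (1102 and 1228) and not at an adjusted p under 0.05 (4363 and 3819). Both orders turn on single libraries. At an adjusted p under 0.05 WT plants had 2627 rises and 2361 falls without WT-control replicate 2, and at the thresholds *MtPHD6* plants had 906 and 512 without PHD6-control replicate 3.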

Other observations

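An auxin gene and a clock gene, beyond those at the claims, changed with drought, as did the ubiquitin gene already given there. *SAUR20* (AT5G18020), an auxin-induced gene of cell expansion, had a log2 fold change of -1.41 (standard error 0.18, adjusted p = 0.00101 from edgeR) with drought in WT plants. *ELF4* (AT2G40080), a gene of the clock, had -0.36 (standard error 0.07, adjusted p = 0.00889) with drought in *MtPHD6* plants, and *UBQ10* (AT4G05320), a polyubiquitin gene and the reference of the study's qRT-PCR, 1.09 (standard error 0.14, adjusted p = 0.00216).

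In WT plants under drought, families moved as follows. Of NAC genes, 10 of 61 rose (12 when adjusted over the list alone, 6 without WT-drought replicate 2) and 2 fell (3 when adjusted over the list alone, 0 without WT-drought replicate 1 and 4 with replicate numbers as a block). Of MYB genes, 5 of 65 rose (5 when adjusted over the list alone) and 8 fell (8 when adjusted over the list alone). Of SAUR genes of auxin response, 5 of 56 rose (6 when adjusted over the list alone) and 16 fell (19 when adjusted over the list alone). Of Aux/IAA genes, 1 of 18 rose (1 when adjusted over the list alone) and 5 fell (5 when adjusted over the list alone, 3 without WT-drought replicate 2). Of B-box genes, 3 of 19 rose (4 when adjusted over the list alone, 1 without WT-control replicate 3) and 2 fell (4 when adjusted over the list alone, 1 without WT-drought replicate 1 and 4 without WT-control replicate 3). Of calmodulin-like genes, 7 of 11 rose (7 when adjusted over the list alone). Of cysteine-rich receptor kinases, 25 of 38 rose (26 when adjusted over the list alone) and 1 fell (1 when adjusted over the list alone, 2 without WT-control replicate 2). The fall is that of *CRK1*, a kinase of another family that the pattern takes in. Of glutathione S-transferases, 5 of 47 rose (5 when adjusted over the list alone, 1 without WT-drought replicate 1 and 9 without WT-control replicate 1) and 4 fell (4 when adjusted over the list alone, 2 without WT-drought replicate 2 and 7 with replicate numbers as a block). Of peroxidases, 5 of 35 rose (5 when adjusted over the list alone, 9 without WT-control replicate 1 and 8 with replicate numbers as a block) and 1 fell (1 when adjusted over the list alone, 0 without WT-drought replicate 3 and 2 without WT-control replicate 2). Of heat shock proteins, 5 of 35 rose (5 when adjusted over the list alone) and 3 fell (4 when adjusted over the list alone, 5 without WT-control replicate 2). Among those that rose are *HSPRO2*, a defence gene, and *TTA1*, which the name pattern takes in and which are not heat shock proteins. Of ribosomal proteins, 3 of 56 rose (2 when adjusted over the list alone) and 1 fell (0 when adjusted over the list alone, 0 without WT-control replicate 3 and 9 without WT-control replicate 2). *RPS4*, a disease resistance gene that the pattern takes in, is among those that rose. For peroxidases camera adjusted p = 0.139 with a preset correlation of 0.01, adjusted p = 0.701 with an estimated correlation. With replicate numbers as a block camera adjusted p = 0.0326 with the preset correlation, adjusted p = 0.838 with an estimated one.

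Other lists showed these changes with drought in *MtPHD6* plants. Of clock genes, 4 of 20 fell (4 when adjusted over the list alone). Of senescence genes, 2 of 6 rose (2 when adjusted over the list alone, 1 without PHD6-control replicate 2). Of drought-named genes of Table S6, 1 of 10 fell (1 when adjusted over the list alone). Of Alfin1-like genes, the family of *MtPHD6*, 2 of 7 rose (2 when adjusted over the list alone, 1 without PHD6-control replicate 1). Of flowering time genes, 0 of 3 passed with edgeR (1 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, 0 and 0 with DESeq2, 1 and 0 with replicate numbers as a block). Of epidermis markers, 3 of 6 fell (3 when adjusted over the list alone, 1 without PHD6-control replicate 1). Of guard cell markers, 1 of 8 fell (1 when adjusted over the list alone, 0 without PHD6-control replicate 1). Of root markers, 1 of 4 rose (1 when adjusted over the list alone, 0 without PHD6-control replicate 1). Of reference genes, 1 of 7 rose (1 when adjusted over the list alone, 2 without PHD6-drought replicate 1). Of the same flowering time genes, 3 of 3 rose (3 when adjusted over the list alone, 0 without WT-drought replicate 1) with the transgene under drought.

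With drought in *MtPHD6* plants the lists of other markers gave these counts. Of flower markers, 0 of 8 passed with edgeR (1 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, 1 and 0 with DESeq2, 1 and 0 without the filter on low counts, with at least 1 CPM required in all 12 libraries or without PHD6-control replicate 1). Of phloem and vein markers, 0 of 6 passed with edgeR (0 higher and 3 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, 0 and 1 with DESeq2, 0 and 1 without the filter on low counts or without PHD6-control replicate 3 or PHD6-drought replicate 3, 1 and 0 without PHD6-drought replicate 1). Of markers of dividing cells, 0 of 6 passed with edgeR (0 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, 0 and 0 with DESeq2, 0 and 1 without PHD6-drought replicate 1).

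The test of zinc deficiency was set before the values of the members it counts were seen. Zinc transporter genes were higher with drought, and a zinc deficiency response in drought leaves is a candidate explanation. Of 6 listed members of zinc deficiency whose values had not been seen, 3 could be tested and 2 of these, *ZIP1* and *ZIP3*, rose in both genotypes. *NAS4* was not called. The bound set for support, 4 of 6, could not be reached with 3 tested, so the test is void and the explanation stays open. Zinc in the leaves was not measured.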
